# Identification of Key Genes during Ethylene-Induced Adventitious Root Development in Cucumber (*Cucumis sativus* L.)

**DOI:** 10.3390/ijms232112981

**Published:** 2022-10-26

**Authors:** Yuzheng Deng, Chunlei Wang, Meiling Zhang, Lijuan Wei, Weibiao Liao

**Keywords:** transcriptome, carbon metabolism, secondary metabolism, plant hormone signal transduction

## Abstract

Ethylene (ETH), as a key plant hormone, plays critical roles in various processes of plant growth and development. ETH has been reported to induce adventitious rooting. Moreover, our previous studies have shown that exogenous ETH may induce plant adventitious root development in cucumber (*Cucumis sativus* L.). However, the key genes involved in this process are still unclear. To explore the key genes in ETH-induced adventitious root development, we employed a transcriptome technique and revealed 1415 differentially expressed genes (DEGs), with 687 DEGs up-regulated and 728 DEGs down-regulated. Using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, we further identified critical pathways that were involved in ETH-induced adventitious root development, including carbon metabolism (starch and sucrose metabolism, glycolysis/gluconeogenesis, citrate cycle (TCA cycle), oxidative phosphorylation, fatty acid biosynthesis, and fatty acid degradation), secondary metabolism (phenylalanine metabolism and flavonoid biosynthesis) and plant hormone signal transduction. In carbon metabolism, ETH reduced the content of sucrose, glucose, starch, the activity of sucrose synthase (SS), sucrose–phosphate synthase (SPS) and hexokinase (HK), and the expressions of *CsHK2*, *pyruvate kinase* *2* (*CsPK2*), and *CsCYP86A1*, whereas it enhanced the expressions of *β-amylase 1* (*CsBAM1*) and *β-amylase 3* (*CsBAM3*). In secondary metabolism, the transcript levels of *phenylalanine ammonia-lyase* (*CsPAL*) and *flavonoid 3′-monooxygenase* (*CsF3′M*) were negatively regulated, and that of *primary-amine oxidase* (*CsPAO*) was positively regulated by ETH. Additionally, the indole-3-acetic acid (IAA) content and the expressions of auxin and ETH signaling transduction-related genes (*auxin transporter-like protein 5* (*CsLAX5*), *CsGH3.17*, *CsSUAR50*, and *CsERS*) were suppressed, whereas the abscisic acid (ABA) content and the expressions of ABA and BR signaling transduction-related genes (*CsPYL1*, *CsPYL5*, *CsPYL8*, *BRI1-associated kinase 1* (*CsBAK1*), and *CsXTH3*) were promoted by ETH. Furthermore, the mRNA levels of these genes were confirmed by real-time PCR (RT-qPCR). These results indicate that genes related to carbon metabolism, secondary metabolite biosynthesis, and plant hormone signaling transduction are involved in ETH-induced adventitious root development. This work identified the key pathways and genes in ETH-induced adventitious rooting in cucumber, which may provide new insights into ETH-induced adventitious root development and will be useful for investigating the molecular roles of key genes in this process in further studies.

## 1. Introduction

An adventitious root is a kind of lateral root that often arises from leafstalk, stems, and some non-pericycle tissue [1,2]. The developmental process of an adventitious root is complicated and can be divided into three successive phases: induction, formation, and expression [3]. Adventitious rooting represents the regenerative ability of plants and these roots can obtain water and nutrients from the soil, fix plants on the substrate, and store food [3]. Hence, adventitious rooting has a pivotal role in vegetative propagation. Adventitious root development is influenced by various environmental and endogenous factors, such as mineral nutrition, light, temperature, ectomycorrhizas, aging, phenolic compounds, and phytohormones [4].

Ethylene (ETH), a gaseous signaling phytohormone, is involved in many processes of plant growth and development, including seed dormancy and germination [5], seedling growth [6], primary root development [7], adventitious root formation [8], sex expression [9], fruit set [10], fruit firmness [11], and fruit and vegetable preservation [12]. Moreover, ETH is a key stress signal molecule that responds to many adverse ecological conditions, including cold and freezing stress, heat stress, drought stress, flooding, salt stress, and heavy metal stress [13,14].

Although ETH may influence many aspects of plant growth and development, the roles of ETH in adventitious root development are still unclear. Our previous studies have demonstrated that 10 μM ETH could significantly induce adventitious root development in cucumber and marigold (*Tagetes erecta* L.) [1,15,16]. Moreover, ETH is associated with other signal molecules, such as nitric oxide (NO), auxin, and calcium ions (Ca^2+^) in the promotion of adventitious rooting [1,8,17,18]. For example, NO could be involved in ETH-promoting adventitious root development by enhancing the activities of nitric oxide synthase (NOS) and nitrate reductase (NR), and by regulating rooting-related genes [*CsDNAJ-1* and *calcium-dependent protein kinases 1/5* (*CsCDPK1/5)*] [1]. The application of indole-3-butyric acid (IBA) could promote the adventitious rooting in apple (*Malus domestica* Borkh.) rootstock by regulating ETH synthesis. Both auxin and ETH inhibitors significantly prevented adventitious rooting in apple [17]. Auxin increased the transcript levels of ETH biosynthesis genes, including 1-aminocyclopropane-l-carboxylic acid synthase (ACS) and ACC oxidase (ACO), which resulted in the retention of ETH [8]. Therefore, auxin could trigger the development of an adventitious root through the ETH synthesis pathway. Under salt stress, ETH may be involved in adventitious rooting induced by Ca^2+^ [18]. The application of calcium chloride (CaCl_2_) enhanced the activities of ETH synthesis enzymes and increased the content of ETH precursor 1-aminocyclopropane-1-carboxylic acid (ACC) and endogenous ETH under salt stress, indicating that ETH might act as the downstream molecule in Ca^2+^-induced adventitious root development in cucumber.

ETH and its crosstalk with other signaling molecules could regulate adventitious root development. However, many studies have only elucidated its mechanism from the perspective of pharmacology, and the genes or proteins in ETH-induced adventitious rooting are still unknown. Proteomic analysis found that exogenous ETH could promote adventitious rooting in cucumber by regulating some important proteins [16]. However, the key genes of ETH-induced adventitious rooting are still unclear. Transcriptome, an effective genetic research technique, has been widely applied to identify and analyze some key genes in plants and animals. The method has the characteristics of low cost, high efficiency, and high precision. [19]. Hence, to illustrate the key genes affecting ETH in adventitious root development in cucumber, the transcriptome technique was used in the present study. Using KEGG pathway analysis, some critical differentially expressed genes (DEGs) in enriched pathways, such as carbon metabolism, secondary metabolism, and plant hormone signal transduction, were analyzed. To verify the reliability of the transcriptome data, the contents of sucrose, glucose, starch, and endogenous indole-3-acetic acid (IAA) and abscisic acid (ABA), the activity of enzymes, including sucrose synthase (SS), sucrose–phosphate synthase (SPS), hexokinase (HK), and phenylalanine ammonia-lyase (PAL), and the expressions of key genes were determined. Therefore, this work may provide new insights into ETH-induced adventitious root development and be useful for further study of ETH-prompted rooting at the molecular level.

## 2. Results

### 2.1. DEGs, GO, and KEGG Analysis

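Total RNA was taken from explants of the cucumber cultivar Xinchunsihao, seedlings 7 d old whose primary roots had been cut off, after 48 h in dishes of 10 explants with 70 mL of distilled water (control) or of 0.5 µM ethrel, a compound that releases ethylene (ETH). mRNA was enriched with poly-T beads, and 3 libraries per group were sequenced on the Illumina NovaSeq platform. The deposited table lists 1415 genes and no others. For each gene it holds a value in every library, the means of both groups, and the fold change, p and adjusted p of the authors' comparison. Each value is a normalized transcript level, the read count of the gene divided by a single factor for the library, and not a level per gene length. In every library 100% of the values under 200 steps were whole multiples of a single step, within 0.01 of that step. The step was 1.02, 0.947 and 0.907 in control libraries 1, 2 and 3, and 1.00, 0.900 and 1.22 in ETH libraries 1, 2 and 3. Whole libraries are not in the table, so it does not give the sequencing depth, and Supplementary Table S1, to which the methods refer for sequencing quality, is not used here. Over the listed genes alone, the normalized levels added up to between 2131582 and 2330348 in the control libraries (median 2223712) and between 2578072 and 2748087 in the ETH libraries (median 2685064). Positions are those of the cucumber genome assembly named Cucumber_9930_V3, in whose annotation 1388 of the genes had the same identifier and start. The other 27 genes were assembled by the authors outside that annotation. Transcript levels are given as mean ± SD over the 3 libraries of a group, and the log2 ratio is that of the ETH mean to the control mean with no pseudocount. Both groups were compared with limma on log2(value + 1), without pairing, for the 1338 genes with a mean level of at least 10. Since the table holds only genes that the authors had called, an adjusted p of limma over this list is not independent evidence. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1, the value for groups that do not overlap.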

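Of the 1415 genes, 687 had a higher mean level in ETH libraries and 728 a lower one, a split that did not differ from an equal one (exact binomial test, two-sided p = 0.288). In limma, 30 of 1338 genes had an adjusted p of 0.05 or less, of which 8 were up-regulated and 22 down-regulated, and 853 had an unadjusted p below 0.05. Without the filter on low levels, 108 of 1415 genes passed. The count also changed with each library left out. Fewer samples enter these fits, and whether that is the cause was not tested. No gene passed in limma without control 1 or without ETH 3, where 698 and 524 genes had an unadjusted p below 0.05. Without control 2 or control 3, 1 gene passed, without ETH 2 there were 17 and without ETH 1 there were 47. The levels of both groups did not overlap for 1031 genes (72.9%), where chance gives 10% of genes, and overlapped for 384 genes. The authors selected the list on the same libraries, so the share of a group of listed genes is to be read beside the 72.9% of the whole list. In the authors' deposited table, 69 of the 1415 genes had an adjusted p of 0.05 or less (25 higher, 44 lower, exact binomial p = 0.0295), 434 had an absolute log2 fold change above 1 (134 and 300, p = 1.1e-15), and 50 met both criteria (15 and 35, p = 0.00660).

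**Figure D1:**
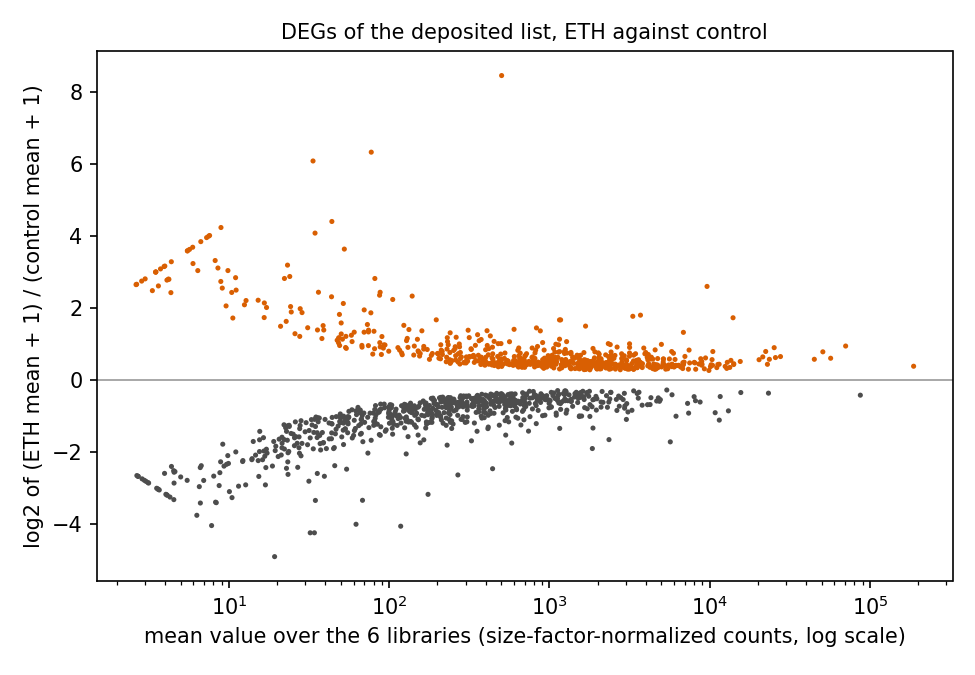
Log2 ratio of the ETH mean to the control mean, with 1 added to both, against the mean level over all 6 libraries on a log scale, for each of the 1415 listed genes. Each point is a gene, orange where the ratio is above 0 (687 genes) and grey where it is below (728 genes).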

In this study, we identified a total of 1415 DEGs in the cucumber transcriptome under ETH treatment, among which 687 DEGs were up-regulated and 728 DEGs were down-regulated (Figure 1A and Supplementary Figure S2). These DEGs are specific to the ETH-induced adventitious root development process. 

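By the p of the authors' deposited table, the first gene among those higher in ETH libraries was LOC116402949, a long non-coding RNA on chromosome 3 from 23777244 to 23781720 on the minus strand. Its level was 1.85 ± 2.38 in the control and 1005 ± 271 with ETH treatment (SD, n = 3), a log2 ratio of 9.08 (limma adjusted p = 0.0125). Without control 3, which had the highest control level (4.54), a single step remains in the control and the log2 ratio was 10.95. Its limma adjusted p ranged from 4.7e-04 to 0.0687 over the settings tried and was above 0.05 without control 1 (0.0687) and without ETH 3 (0.0507). The next by that p among the higher genes were LOC101217360 (inorganic pyrophosphatase 2, chromosome 7 from 22066211 to 22067619, log2 ratio 1.67), LOC101215771 (leucine aminopeptidase 1, chromosome 2 from 3813351 to 3818509, 1.73), LOC101206173 (inactive TPR repeat-containing thioredoxin TTL3, chromosome 4 from 18160581 to 18164292, 1.19) and LOC101206343 (probable methyltransferase PMT16, chromosome 3 from 7596788 to 7601109, 1.00). Their limma adjusted p was 0.0623, 0.0647, 0.0406 and 0.0651 in this order. Among the genes lower with ETH treatment, the first by the p of the authors' deposited table was LOC116403226, a probable trehalose-phosphate phosphatase J on chromosome 4 from 2999168 to 3002033 on the plus strand, at 316 ± 108 in the control and 33.8 ± 7.35 in ETH libraries (SD, n = 3). LOC116404743 (uncharacterized, chromosome 1 from 31619632 to 31622585) fell from 224 ± 86.4 to 12.4 ± 8.50, a log2 ratio of -4.18 that became -4.89 without ETH 1. CS-EXPA1 (expansin-A8-like, chromosome 5 from 6921080 to 6923681) had a log2 ratio of -1.76, LOC101205557 (pectinesterase, chromosome 7 from 18705207 to 18707851) of -1.14 and LOC101215599 (heat shock cognate 70 kDa protein 2, chromosome 4 from 14570942 to 14573798) of -1.10. The limma adjusted p of these 5 lower genes was 0.0152, 0.0245, 0.0407, 0.0407 and 0.0623. Of the 10 genes, 6 thus passed 0.05 in limma and 4 did not, and none of the 6 passed without control 1 (adjusted p 0.0659 to 0.0789) or without ETH 3 (0.0507 to 0.0804). Groups of these 10 genes did not overlap (two-sided exact permutation p = 0.1, the smallest possible, n = 3).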

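Several genes with the largest fold changes of the list rest on few steps or on a single library. LOC116405997 (a pseudogene on an unplaced scaffold), LOC101206453 (MADS-box transcription factor 23, chromosome 6 from 26520125 to 26524070) and LOC116401640 (DNA topoisomerase 2-binding protein 1-A-like, on an unplaced scaffold) were listed at 0 in the 3 control libraries and at 67.0 ± 59.2, 17.8 ± 13.0 and 15.2 ± 3.72 in the ETH libraries (SD, n = 3). The ETH levels of LOC116405997 were 112, 0 and 88.7. LOC116403446 (a pseudogene, chromosome 4 from 26603368 to 26609997) was at 0.920 ± 0.908 in the control, which is 3 steps in all, and at 154 ± 154 with ETH treatment. ETH 2 was at a single step (0.900) and the groups overlapped (two-sided exact permutation p = 0.3, n = 3, limma adjusted p = 0.0780). Its ratio was 167, with a 95% counting interval of 52.7 to 755. The log2 ratio of 7.38 was 6.80 without control 1, 8.34 without control 3 and 6.36 without ETH 1. LOC101203265 (two-component response regulator-like APRR2, chromosome 1 from 11516617 to 11523568) went from 38.3 ± 28.5 to a single step in ETH 2, a ratio of 0.00784 with a 95% counting interval of 2.3e-04 to 0.0520. Its log2 ratio of -6.99 was -6.18 without control 1, and without ETH 2 it was listed at 0 in the remaining ETH libraries. Its groups did not overlap, and its limma adjusted p was 0.0183, at 0.05 or less in 6 of 11 settings. LOC116404070 (a long non-coding RNA, chromosome 5 from 13766956 to 13768196), LOC101205351 (mitogen-activated protein kinase kinase kinase 18, chromosome 7 from 2583111 to 2584410), LOC101217224 (terpene synthase 10, chromosome 2 from 14869445 to 14873860) and 1 gene assembled by the authors were listed at 0 with ETH treatment and at 15.6 ± 27.0, 12.6 ± 12.1, 9.07 ± 5.34 and 8.58 ± 12.3 in the control. LOC116404070 was above 0 in control 1 alone (46.8). Without the filter on low levels, the limma adjusted p was 0.00881 for LOC101206453, 5.2e-04 for LOC116401640, 0.0368 for LOC101205351 and 0.0235 for LOC101217224. It was 0.278 for LOC116404070 and 0.106 for the assembled gene. Counting intervals take each step as 1 read and cover counting error only.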

The number of non-ETH-induced adventitious rooting DEGs was 19,256 (Figure 1A). 

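Genes outside the list were not analysed here, since the deposited table holds none of them. The adjusted p in the authors' deposited table is below 1 for 1370 of the 1415 genes, and these values with the ranks of the unadjusted p imply an adjustment over 18217 genes. It is listed as 1 for the other 45, whose mean level was at most 5.68. Over 18217 genes with no difference between groups, 911 would have an unadjusted p below 0.05, which is 66.5% of those 1370. In the authors' deposited table, the largest adjusted p below 1 was 0.664, and 125 genes had an adjusted p of 0.1 or less. When the 6 libraries were divided into 3 and 3 in the 9 other ways, limma called 0 of the 1338 genes at an adjusted p of 0.05 in each, and between 18 and 59 genes had an unadjusted p below 0.05. Low numbers follow from the selection of these genes for a difference between control and ETH, which adds to the spread within groups in any other division.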

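For each of 339 biological process (BP), 58 cellular component (CC) and 237 molecular function (MF) terms, a one-sided hypergeometric p was calculated again. It used the numbers of listed genes and of background genes per term given in Supplementary Table S3. The p matched the printed one to 3 significant digits for 634 of 634 terms, so this repeats the authors' test. An unadjusted p below 0.05 was found for 53 BP, 3 CC and 27 MF terms, 83 in all. After Benjamini-Hochberg adjustment within each category, 0 terms had an adjusted p of 0.05 or less. The smallest adjusted p was 0.0567 for BP, 0.592 for CC and 0.320 for MF. Adjusting over the 634 terms together gave 0 terms as well, with a smallest adjusted p of 0.106. With a two-sided Fisher exact test, the setting that moved this count most, 1 term passed, the CC term cytoplasmic part, which held 19 of 182 annotated list genes against 436 of 2244 background genes (adjusted p = 0.0495) and so had fewer DEGs than its share. Terms overlap in their genes, and genes are not independent replicates.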

GO annotation of the DEGs showed that 634 terms were classified as BP, CC, and MF (Figure 1B, Supplementary Table S3). In the BP category, the “carbohydrate catabolic process (11 DEGs)”, “nucleotide catabolic process (nine DEGs)”, “nucleoside phosphate catabolic process (nine DEGs)”, “nucleobase-containing small molecule biosynthetic process (10 DEGs)” and “pyruvate metabolic process (nine DEGs)” were enriched. 

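Among the BP terms, 9 of the 11 DEGs annotated to “carbohydrate catabolic process” were lower with ETH treatment, and the term was 3.17 times as frequent among the 514 annotated list genes as in the 6219 background genes (p = 4.4e-04, adjusted p = 0.0567, exact hypergeometric test). “Nucleotide catabolic process” and “nucleoside phosphate catabolic process” held the same numbers, 7 of 9 DEGs lower, at 3.51 times the background share (exact p = 6.5e-04, adjusted p = 0.0567). For “nucleobase-containing small molecule biosynthetic process”, 7 of 10 DEGs were lower (3.18 times, exact p = 7.7e-04), and for “pyruvate metabolic process” 8 of 9 (3.40 times, p = 8.4e-04). The broader “carbohydrate metabolic process” had 51 DEGs by the ratio that Supplementary Table S3 prints (exact p = 0.00104). The copy used here lists only 39 of them, 26 of these lower with ETH treatment.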

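For CC terms the background was 2244 annotated genes, 182 of them in the list. The “cell wall” and “external encapsulating structure” terms shared the same counts, 4 DEGs higher and 6 lower with ETH treatment at 1.93 times the background share (exact hypergeometric p = 0.0306, adjusted p = 0.592). “Extracellular region” had 3 higher and 4 lower DEGs at 2.33 times (exact p = 0.0262). The next term, “apoplast”, had an unadjusted p of 0.0620.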

In the CC category, the “extracellular region (seven DEGs)”, “cell wall (10 DEGs)”, and “external encapsulating structure (10 DEGs)” were enriched. In the MF category, “hydrolase activity, hydrolyzing O-glycosyl compounds (30 DEGs)”, “protein heterodimerization activity (11 DEGs)”, “hydrolase activity, acting on glycosyl bonds (30 DEGs)”, “sulfate transmembrane transporter activity (four DEGs)”, and “sulfur compound transmembrane transporter activity (four DEGs)” were the top five enriched terms (Figure 1B).

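Against 9263 background genes with an MF term, of which 692 were in the list, the 30 DEGs with O-glycosyl hydrolase activity were 1.70 times as frequent as their background share (exact hypergeometric p = 0.00279, adjusted p = 0.320), 20 of them lower with ETH treatment. The parent term for glycosyl bonds held 30 DEGs with the same directions, at 1.61 times the share (exact p = 0.00648). Protein heterodimerization activity had 5 higher and 6 lower DEGs (2.58 times, exact p = 0.00289), and both sulfate and sulfur compound transport had 1 higher and 3 lower (4.46 times, p = 0.00941). None of these passed after adjustment.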

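For the 110 pathways of Supplementary Table S4, an exact one-sided hypergeometric p was calculated again from their numbers of listed and background genes. It matched the printed p to 3 significant digits for 110 of 110 pathways, so this repeats the authors' test. An unadjusted p below 0.05 was found for 10 pathways, and after Benjamini-Hochberg adjustment over the 110 pathways 0 had an adjusted p of 0.05 or less (smallest 0.344). Of the other settings, restricting the list to genes with an unadjusted p below 0.01, of which 100 carry a pathway, left 7 pathways below 0.05, 4 of them shared with the full list. A two-sided Fisher exact test gave 12 pathways, the 10 above and 2 with fewer genes than their share, named after their values were seen: ribosome (0.462 times, p = 0.00719) and RNA transport (0.396 times, p = 0.0437).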

The top 20 KEGG pathways corresponding to the most abundant DEGs are displayed in Table 1. Among them, “linoleic acid metabolism (6 DEGs)”, “starch and sucrose metabolism (17 DEGs)”, “sesquiterpenoid and triterpenoid biosynthesis (5 DEGs)”, “fatty acid degradation (8 DEGs)”, “isoquinoline alkaloid biosynthesis (4 DEGs)”, “phenylalanine metabolism (7 DEGs)”, “plant hormone signal transduction (26 DEGs)”, “fatty acid metabolism (9 DEGs)”, “pentose and glucuronate interconversions (10 DEGs)” and “cutin, suberin and wax biosynthesis (5 DEGs)” were the top 10 enriched terms in the KEGG pathways (Table 1 and Supplementary Table S4).

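Linoleic acid metabolism had the smallest p, with 4 DEGs higher and 2 lower with ETH treatment out of 22 background genes, 3.51 times its background share (exact hypergeometric p = 0.00537, adjusted p = 0.344). Starch and sucrose metabolism was at 1.90 times its share (exact p = 0.00683), plant hormone signal transduction at 1.61 times (p = 0.00938) and cutin, suberine and wax biosynthesis at 2.86 times (p = 0.0153), the last with 6 DEGs, each of them lower. Fatty acid degradation followed (exact p = 0.0182), then isoquinoline alkaloid biosynthesis (p = 0.0191, 4 DEGs, each higher), phenylalanine metabolism (p = 0.0247), sesquiterpenoid and triterpenoid biosynthesis (p = 0.0308), pentose and glucuronate interconversions (p = 0.0322) and photosynthesis antenna proteins (p = 0.0458, 4 DEGs, each lower). Fatty acid metabolism, with 8 DEGs, did not pass (exact p = 0.0710). Of the 10 pathways in Table 1, 9 had an exact hypergeometric p below 0.05 by the numbers of Supplementary Table S4. This is no second test of those pathways. From the pathways enriched in both its transcriptome and its proteome, the paper proposes that ETH acts on rooting through the breakdown of nutrients, the level of plant hormones, secondary metabolites and photosynthesis.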

### 2.2. Carbon Metabolism

#### 2.2.1. Starch and Sucrose Metabolism

As shown in Figure 2A, 17 DEGs and 1 DEP were detected in starch and sucrose metabolism (Supplementary Table S5). 

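Of these 17 DEGs, 15 had a lower mean level in ETH libraries, a share of 88.2% against 51.0% of the other listed genes (two-sided Fisher exact test, p = 0.00237, 0.0214 after Benjamini-Hochberg adjustment over the 9 pathways tested in this way). The test describes the list, whose genes are not independent replicates. The result depended on the length of the list, since among genes with an absolute log2 fold change above 1 only 2 remain in the pathway, both lower (adjusted p = 1). The adjusted p was 0.0208 for genes with a mean level of at least 10 and 0.551 for genes with an unadjusted p below 0.01. For 7 of the 17 genes, the levels in both groups did not overlap, a smaller share than in the whole list (72.9%), where chance gives 10%.

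**Figure D2:**
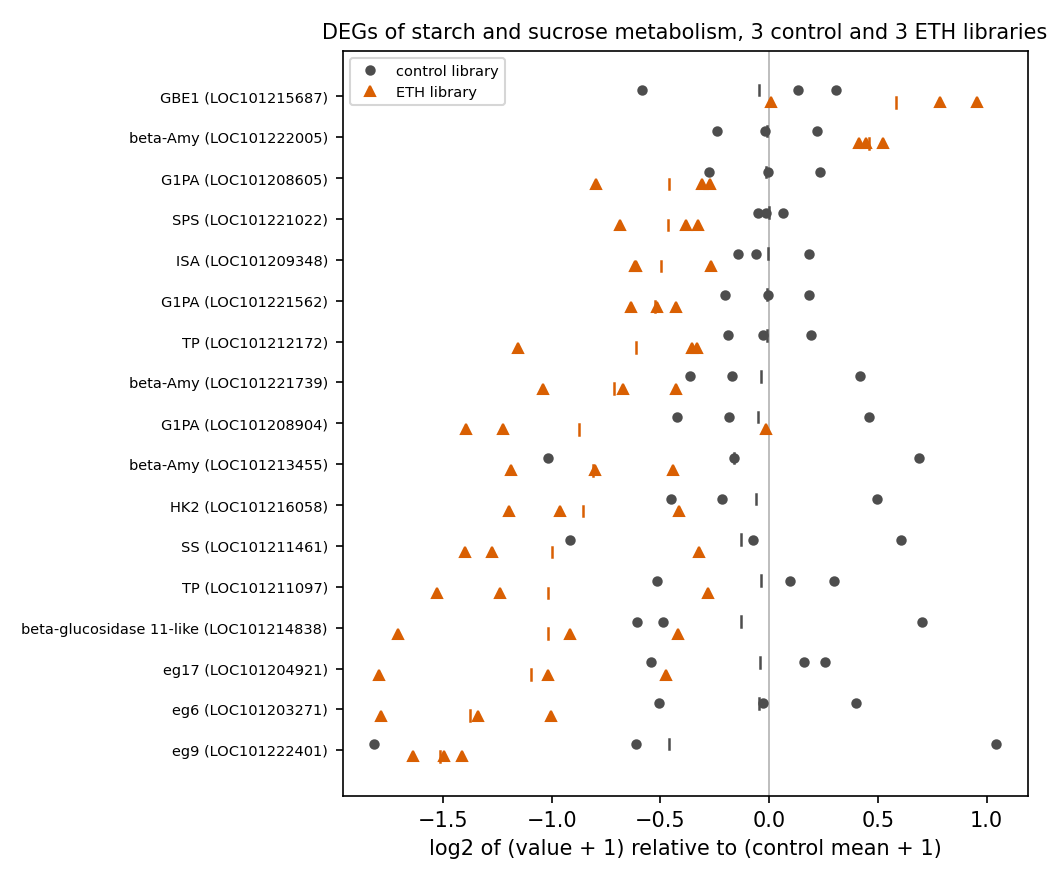
Normalized transcript levels of the 17 DEGs of starch and sucrose metabolism in each library, as log2 of (value + 1) relative to (control mean + 1). Circles are the 3 control libraries, triangles the 3 ETH libraries, and short vertical lines the mean of the log2 values. For 15 genes the ETH mean lies to the left of 0, and for 7 genes every circle lies on the same side of every triangle.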

In the sucrose metabolism pathway, one hexokinase (HK) gene, *HK2* (*LOC101216058*), one beta-glucosidase (β-GC) gene named *beta-glucosidase 11-like* (*LOC101214838*), and three cellulose genes, *endoglucanase 17* (*eg17*; *LOC101204921*), *endoglucanase 6* (*eg6*; *LOC101203271*), and *endoglucanase 9* (*eg9*; *LOC101203271*), were down-regulated by ETH treatment. Moreover, exogenous ETH suppressed the transcript level of two sucrose synthesis-related genes *sucrose synthase* (*SS*; *LOC101211461*) and *sucrose-phosphate synthase* (*SPS*; *LOC101221022*), and two trehalose synthesis-related genes *trehalose phosphatase* (*TP*; *LOC101211097* and *LOC101212172*). Furthermore, the transcript levels of three *glucose-1-phosphate adenylyltransferase* (*G1PA*) genes (*LOC101221562*, *LOC101208904*, and *LOC101208605*) were down-regulated by ETH treatment (Figure 2A).

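HK2 (hexokinase-2, chloroplastic) lies on chromosome 3 from 37483744 to 37487279 on the plus strand. Its level was 212 ± 76.4 in the control and 119 ± 34.6 with ETH treatment (SD, n = 3), a log2 ratio of -0.82. The groups overlapped (two-sided exact permutation p = 0.2, n = 3), and the limma adjusted p was 0.0780. The levels of beta-glucosidase 11-like (chromosome 4 from 414773 to 419797) also overlapped, at 261 ± 143 and 137 ± 57.7 (-0.93, limma adjusted p = 0.120). For eg17 (chromosome 7 from 18696895 to 18699712), the mean fell from 1208 ± 333 to 605 ± 261, again with overlap. The groups did not overlap for eg6 (LOC101203271, chromosome 4 from 4383140 to 4388261 on the plus strand), which went from 2682 ± 826 to 1058 ± 279.7. Its fitted log2 fold change was -1.33 (SE 0.31, limma adjusted p = 0.0651), and its log2 ratio stayed between -1.55 and -1.09 with each library left out in turn. In the authors' deposited table, the adjusted p of eg6 was 0.00131. The endoglucanase 9 gene of the files is LOC101222401 (chromosome 5 from 31399682 to 31402612), at 156 ± 147 in the control and 54.1 ± 4.32 with ETH treatment. This difference was smaller than the spread of the control libraries, where control 2 was at 323. The log2 ratio of -1.53 was -0.42 without control 2.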

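SS (LOC101211461, sucrose synthase 5-like) lies on chromosome 5 from 15300164 to 15309883 on the plus strand and was at 14141 ± 7044 in the control and 7505 ± 3294 in ETH libraries (SD, n = 3), with overlapping groups and a limma adjusted p of 0.122. SPS (probable sucrose-phosphate synthase 1, chromosome 1 from 14870227 to 14877155 on the plus strand) fell from 2035 ± 82.7 to 1483 ± 189.9 without overlap, a fitted log2 fold change of -0.46 (SE 0.15, limma adjusted p = 0.0688). Of both trehalose phosphatase genes, LOC101211097 (trehalose-phosphate phosphatase J, chromosome 6 from 26988227 to 26991087) had a log2 ratio of -0.92 with overlap, and LOC101212172 (phosphatase A, chromosome 3 from 12057583 to 12062392) of -0.57 without overlap, at 731 ± 97.0 and 493 ± 143.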

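The decrease was larger than the replicate spread for LOC101221562 (large subunit 1, chromosome 3 from 37045772 to 37050198 on the minus strand), whose level went from 834 ± 112 in the control to 579.6 ± 41.0 with ETH treatment (SD, n = 3) without overlap. Its fitted log2 fold change was -0.52 (SE 0.16, limma adjusted p = 0.0683). LOC101208904, another large subunit 1 gene on chromosome 2 from 12410333 to 12415314, was at 1745 ± 579 and 1047 ± 593, and LOC101208605 (large subunit 3, chromosome 3 from 10240097 to 10244537) at 2614 ± 457 and 1927 ± 366. Both of these overlapped between groups (two-sided exact permutation p = 0.3 and 0.2, n = 3).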

In starch metabolism, the *1,4-alpha-glucan branching enzyme* (*GBE1*) gene (*LOC101215687*) for starch synthesis in ETH was up-regulated. 

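GBE1 is annotated on chromosome 6 from 17738348 to 17744883 on the minus strand. Its mean was higher with ETH treatment, 26114 ± 8197 against 16779 ± 4987 in the control (SD, n = 3), a log2 ratio of 0.64. The groups overlapped (two-sided exact permutation p = 0.3, n = 3), and the limma adjusted p was 0.127.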

ETH treatment down-regulated the expression of two *beta-amylase* (*β-Amy*) genes (*LOC101221739* and *LOC101213455*) for dextrin synthesis and up-regulated that of the *β-Amy* gene (*LOC101222005*). 

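Beta-amylase 1 (LOC101221739, chromosome 3 from 9031163 to 9034029 on the minus strand) decreased without overlap from 5056 ± 1495 to 3130.2 ± 648 (SD, n = 3), a log2 ratio of -0.69 and a limma adjusted p of 0.0769. Beta-amylase 3 (LOC101213455, chromosome 3 from 1743164 to 1745792) was at 1255 ± 711 and 731 ± 186 with overlap, and its log2 ratio of -0.78 ranged from -1.11 to -0.25 with each library left out. The gene annotated only as beta-amylase (LOC101222005, chromosome 7 from 2843475 to 2846955 on the plus strand) rose without overlap from 702 ± 112 to 967 ± 38.1, 0.46 on the log2 scale.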

The transcript level of *isoamylase* (*ISA*; *LOC 101209348*) was decreased (Figure 2A and Supplementary Table S5).

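The isoamylase 3 gene (LOC101209348, chromosome 3 from 38925090 to 38948583 on the plus strand) had a level of 424 ± 51.4 in control libraries and 302 ± 43.8 in ETH libraries (SD, n = 3). The groups did not overlap, and the fitted log2 fold change was -0.49 (SE 0.17, limma adjusted p = 0.0716).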

In order to verify the reliability of the transcriptome data, we measured the sucrose, glucose, and starch contents, relevant enzyme activity, and gene expression during ETH-induced adventitious rooting in cucumber. As shown in Figure 2B, compared with the control, ETH treatment significantly decreased the sucrose, glucose, and starch contents in cucumber explants. Moreover, the activities of SS, SPS, and HK with ETH treatment were significantly lower than those in the control (Figure 2C). Additionally, the expressions of six DEGs were determined by quantitative real-time PCR (RT-qPCR) assays (Figure 2D). Among them, except for *CsGBE1*, the expressions of other genes, including *Cseg9*, *Cseg6*, *Csβ-G11-like*, *CsHK2*, and *CsSS5-like* were decreased with ETH treatment.

#### 2.2.2. Glycolysis/Gluconeogenesis, Citrate Cycle (TCA Cycle) and Oxidative Phosphorylation

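By the pathway membership in Supplementary Table S4, the files hold values for each DEG of glycolysis / gluconeogenesis, and 10 of 12 had a lower mean level in ETH libraries. This share of 83.3% had a two-sided Fisher exact p of 0.0387 against the other listed genes, which did not pass adjustment over the 9 pathways (0.174). Besides HK2, whose groups overlapped, 11 of these genes are named in the text. Of those 11, 10 had levels that did not overlap between groups, so 10 of the 12 in the pathway. Chance gives 10% and the whole list 72.9%.

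**Figure D3:**
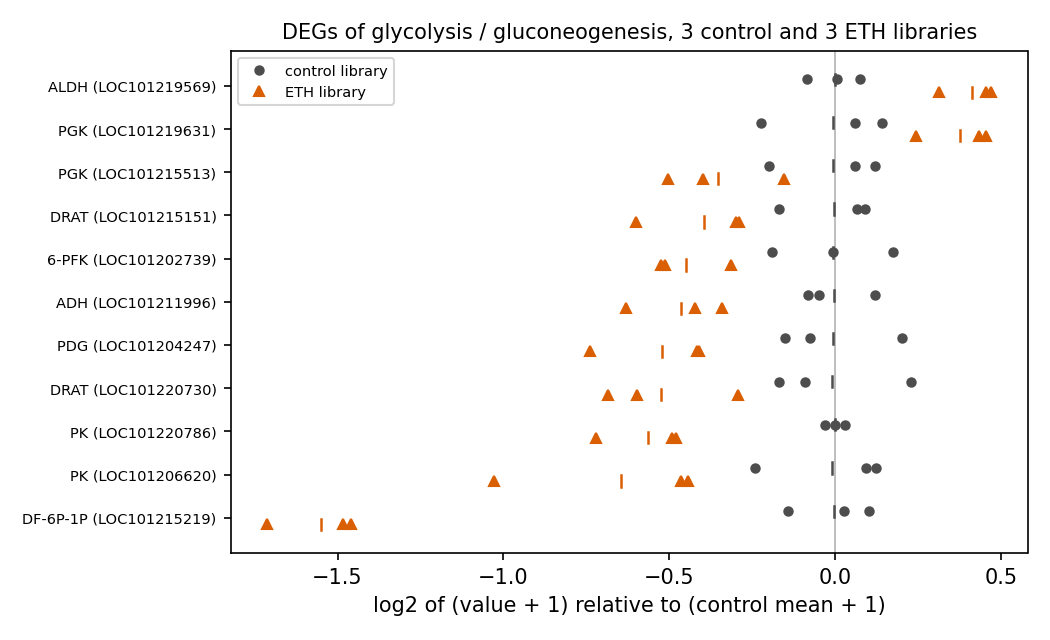
Normalized transcript levels of 11 DEGs of glycolysis / gluconeogenesis in each library, as log2 of (value + 1) relative to (control mean + 1). Circles are the 3 control libraries, triangles the 3 ETH libraries, and short vertical lines the mean of the log2 values. The circles and triangles lie apart for 10 of the 11 genes.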

Twelve DEGs in the glycolysis/gluconeogenesis pathway were identified (Figure 3A and Supplementary Table S6). 

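ATP-dependent 6-phosphofructokinase 7 (LOC101202739, chromosome 1 from 25323360 to 25327956 on the plus strand) had a level of 519 ± 65.7 in the control and 381 ± 32.2 with ETH treatment (SD, n = 3), a fitted log2 fold change of -0.44 (SE 0.16, limma adjusted p = 0.0716). The beta subunit of pyrophosphate-fructose 6-phosphate 1-phosphotransferase (LOC101215219, chromosome 1 from 31861293 to 31866420 on the plus strand) went from 89.9 ± 7.76 to 30.1 ± 2.92, a fitted log2 fold change of -1.55 (SE 0.15). Its limma adjusted p of 0.0152 was the only one at 0.05 or less among the 76 tested genes that the paper names in its results. Over the settings tried this p ranged from 0.00662 to 0.0833. It was above 0.05 without control 1 (0.0687), control 2 (0.0678), control 3 (0.0548) or ETH 3 (0.0507). It was also above 0.05 with the replicate number as a block (0.0833). A prior variance following the mean level, a setting chosen after seeing the data, gave 0.0586. The log2 ratio of -1.58 stayed between -1.64 and -1.50 with each library left out in turn. With a pseudocount of 10 on the group means it was -1.32. Its adjusted p in the authors' deposited table was 0.0304. Neither gene overlapped between groups.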

The *6-phosphofructokinase* (*6-PFK*) gene (*LOC101202739*) and *diphosphate-fructose-6-phosphate 1-phosphotransferase* (*DF-6P-1P*) gene (*LOC101215219*) were both down-regulated in ETH treatment. Additionally, two *phosphoglycerate kinase* (*PGK*) genes (*LOC101219631* and *LOC101215513*) were up-regulated and down-regulated, respectively. 

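Both genes are annotated as cytosolic phosphoglycerate kinases. LOC101219631, on chromosome 3 from 29990615 to 29996540 on the minus strand, rose from 893 ± 115 to 1163 ± 90.5 (SD, n = 3) without overlap (limma adjusted p = 0.0785). LOC101215513, on chromosome 7 from 11837765 to 11841028 on the plus strand, went from 4052 ± 463 to 3189 ± 407, and its groups overlapped (two-sided exact permutation p = 0.2, n = 3). Their log2 ratios were 0.38 and -0.35.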

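Pyruvate kinase 2 (LOC101206620, cytosolic, chromosome 6 from 23276686 to 23286136 on the minus strand) was at 474 ± 63.8 in the control and 307 ± 65.7 with ETH treatment (SD, n = 3), with a limma adjusted p of 0.0712. The plastidial pyruvate kinase 1 gene (LOC101220786, chromosome 4 from 48160 to 52153 on the plus strand) had a smaller spread, 414 ± 8.78 against 280.1 ± 25.8, and a fitted log2 fold change of -0.56 (SE 0.14, limma adjusted p = 0.0651). Neither of them overlapped between groups.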

Two pyruvate biosynthesis-related genes *pyruvate kinase* (*PK*; *LOC101206620* and *LOC101220786*) were down-regulated. 

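The chloroplastic pyruvate dehydrogenase E1 subunit beta-3 (LOC101204247, chromosome 1 from 19285690 to 19290178 on the plus strand) had levels of 1273 ± 169 and 892 ± 112 in control and ETH libraries (SD, n = 3), a log2 ratio of -0.51. Acetyltransferase component 5 of the same complex (LOC101215151, chromosome 7 from 13128333 to 13132909) had a log2 ratio of -0.39, from 662 ± 64.2 to 505 ± 59.4, and component 4 (LOC101220730, chromosome 5 from 27244231 to 27247825) of -0.52, from 548 ± 82.8 to 383 ± 56.2. Groups did not overlap for any of these 3 genes, and their limma adjusted p was 0.0703, 0.0780 and 0.0716.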

The relative expressions of *pyruvate dehydrogenase* (*PDG*; *LOC101204247*) and *dihydrolipoyllysine-residue acetyltransferase* (*DRAT*; *LOC101215151* and *LOC101220730*) were down-regulated by ETH. 

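Aldehyde dehydrogenase family 3 member H1 (LOC101219569, chromosome 4 from 17543691 to 17549492 on the minus strand) was measured at 376 ± 21.1 in control and 501 ± 29.7 in ETH libraries (SD, n = 3), 0.41 on the log2 scale (limma adjusted p = 0.0683). The files describe LOC101211996 (chromosome 6 from 17891546 to 17894779 on the minus strand) as alcohol dehydrogenase-like 7, with 2261 ± 173 in the control, 1643 ± 166 with ETH treatment and a log2 ratio of -0.46 (limma adjusted p = 0.0683). In both cases the difference exceeded the spread, as no library of either group fell within the range of the other.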

Meanwhile, ETH increased the transcript level of *aldehyde dehydrogenase* ((*NAD^+^*) *ALDH*; *LOC101219569*), whereas it decreased the transcript level of *alcohol dehydrogenase* (*ADH*; *LOC101211996*).

In the TCA cycle, five DEGs were detected. Among them, one *PDG* and two *DRAT* genes appeared in the glycolysis pathway (Figure 3B and Supplementary Table S6). 

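Each of the 5 DEGs of the TCA cycle had a lower mean level in ETH libraries. With so few genes, this share did not differ from that of the other listed genes after adjustment (two-sided Fisher exact p = 0.0626, adjusted p = 0.188).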

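ATP-citrate synthase beta chain protein 2 (LOC101209539, chromosome 6 from 18103355 to 18110239 on the minus strand) decreased from 250.4 ± 20.3 to 121 ± 59.8 (SD, n = 3), a log2 ratio of -1.04 that ranged from -1.52 to -0.80 with each library left out in turn. Isocitrate dehydrogenase (LOC101202770, chromosome 5 from 22225051 to 22232674 on the plus strand) decreased from 371 ± 55.0 to 241 ± 17.0, with a fitted log2 fold change of -0.61 (SE 0.17). Both were without overlap between groups, at limma adjusted p of 0.0683 and 0.0651.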

Exogenous ETH down-regulated the expression of *ATP citrate synthase* (*CS*; *LOC101209539*) for citrate synthesis and *isocitrate dehydrogenase NADP^+^* (*IDH*; *LOC101202770*).

There were four DEGs in the oxidative phosphorylation pathway (Figure 3C and Supplementary Table S6). Among them, the transcript levels of *NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 2* (*NDUFA2*; *LOC 101208633*) and *NADH dehydrogenase subunit 5* (*nad*5; *LOC11123919*) in complex I were enhanced. 

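Of these 4 DEGs, 3 had a higher and 1 a lower mean level in ETH libraries, and for 3 the groups did not overlap, where chance gives 10% and the whole list 72.9%. For the direction of the 4 genes against the other listed genes, the two-sided Fisher exact p was 0.361 (adjusted p = 0.464). This test cannot decide with 4 genes, since even the 4 listed autophagy genes, each higher, had a Fisher exact p of 0.0553.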

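NDUFA2 (LOC101208633, chromosome 3 from 35256922 to 35262726 on the plus strand) was at 1464 ± 45.9 in the control and 1809.7 ± 134 with ETH treatment (SD, n = 3), 0.31 on the log2 scale (limma adjusted p = 0.0809). nad5, a gene of the mitochondrial genome, rose from 19.3 ± 6.21 to 52.1 ± 15.5. Its fitted log2 fold change was 1.38 (SE 0.32, limma adjusted p = 0.0651). Its 60 steps over the control libraries and 149 over the ETH libraries limit its precision. Libraries were made from RNA enriched with poly-T beads, and how well mitochondrial transcripts are kept in them was not tested.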

In complex V, the expression of uncharacterized gene *LOC101205555* was down-regulated, whereas the expression of *plasma membrane ATPase 4* (*PMA4*; *LOC101213505*) was up-regulated by ETH treatment.

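LOC101205555, an uncharacterized gene on an unplaced scaffold, had overlapping groups at 93.6 ± 59.0 and 39.5 ± 14.9 in control and ETH libraries (SD, n = 3). Its log2 ratio of -1.25 rested on control 1 (161) and was -0.61 without it. PMA4 (LOC101213505, chromosome 2 from 20671598 to 20679823 on the minus strand) went from 4494 ± 450.3 to 6719 ± 1331 without overlap, 0.58 on the log2 scale (limma adjusted p = 0.0712).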

Compared with the control, ETH treatment significantly decreased PK activity (Figure 3D). Moreover, the relative expression of *Csnad5* with ETH treatment was remarkably enhanced in comparison with the control, whereas the relative expressions of *CsPFP*, *CsPK2*, *CsACS2*, and *CsIDH* were decreased (Figure 3E). These results are consistent with those of the transcriptome analysis.

#### 2.2.3. Fatty Acid Biosynthesis and Fatty Acid Degradation

Totals of four and eight DEGs were mapped to the pathways of fatty acid biosynthesis and fatty acid degradation, respectively (Figure 4A and Supplementary Table S7). 

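In fatty acid biosynthesis, 3 of 4 DEGs had a higher mean level with ETH treatment, and in fatty acid degradation 6 of 8. For fatty acid biosynthesis the two-sided Fisher exact p against the other listed genes was 0.361. This test cannot decide with 4 genes, since even the 4 listed autophagy genes, each higher, had a Fisher exact p of 0.0553. The share in fatty acid degradation did not differ from that of the other listed genes (two-sided Fisher exact p = 0.167). Among the 3 degradation genes with an unadjusted p below 0.01 in the authors' deposited table the direction was the opposite, with 2 lower and 1 higher. The 8 genes of both pathways named here other than ADH and ALDH included 5 without overlap between groups, where chance gives 10% and the whole list 72.9%.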

In the fatty acid biosynthesis pathway, ETH increased the transcript levels of *FabG* (*LOC101221009*) and *long-chain-fatty-acid-CoA ligase* (*ACSL*; *LOC101207461* and *LOC101212158*), whereas it down-regulated the expression of *oleoyl-[acyl-carrier-protein] hydrolase* (*OLAH*; *LOC101210955*). 

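The gene called FabG (LOC101221009, chromosome 4 from 9681149 to 9682156 on the plus strand), which the files describe as an NADPH-dependent aldehyde reductase-like protein, rose from 376 ± 76.7 to 521 ± 30.3 (SD, n = 3), 0.47 on the log2 scale (limma adjusted p = 0.0742). Long chain acyl-CoA synthetase 6 (LOC101207461, chromosome 3 from 10167986 to 10176814 on the minus strand) went from 8358 ± 811 to 12339 ± 702, a fitted log2 fold change of 0.56 (SE 0.14, limma adjusted p = 0.0651). In the authors' deposited table, its adjusted p was 0.0382. Long chain acyl-CoA synthetase 8 (LOC101212158, chromosome 7 from 1904007 to 1910387) rose from 762 ± 159.5 to 1062 ± 49.6. OLAH (LOC101210955, chromosome 1 from 17950832 to 17954586 on the plus strand), described as a palmitoyl-acyl carrier protein thioesterase, fell from 562 ± 151 to 376 ± 6.04, a log2 ratio of -0.58. No ETH library of these 4 genes fell within the range of the control libraries.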

In the fatty acid degradation pathway, except for *ADH* and *long-chain fatty acid omega-monooxygenase* (*CYP86A*), the other gene expressions were up-regulated by ETH treatment (Figure 4A).

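CYP86A (cytochrome P450 86A1, chromosome 1 from 22072528 to 22075006 on the plus strand) was the lowest of these genes, at 18.8 ± 15.0 in the control and 1.30 ± 1.54 with ETH treatment (SD, n = 3), and its groups overlapped because control 3 was at 1.81 and ETH 1 at 3.00. Its ETH levels add up to 4 steps. The log2 ratio of -3.86 was -5.39 without ETH 1, where a single step remains, in ETH 2. Of the genes with a higher mean, the multifunctional protein MFP-a-like gene (LOC101210295, chromosome 6 from 15267049 to 15272815, 6765 ± 1889.5 and 9382 ± 1542) and 3-ketoacyl-CoA thiolase 2 (LOC101217710, chromosome 3 from 8856008 to 8859492, 7463 ± 2967 and 11386 ± 2082) overlapped between groups. Cytosolic acetyl-CoA acetyltransferase 1 (LOC101212707, chromosome 1 from 11038385 to 11045734 on the plus strand) did not, with 1516 ± 64.0 in the control and 1852 ± 46.4 in ETH libraries, 0.29 on the log2 scale (limma adjusted p = 0.0802).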

According to the RT-qPCR analysis, the relative expression of *CsACSL6* with ETH treatment had a significant increase compared with the control, whereas the relative expression of *CsCYP86A1* in the pathway of fatty acid degradation significantly declined with ETH treatment in comparison with the control (Figure 4B).

### 2.3. Secondary Metabolism

#### 2.3.1. Phenylalanine Metabolism

Seven DEGs were detected in the phenylalanine metabolism (Figure 5A and Supplementary Table S8). Among them, the transcript levels of two *amidase* genes (*LOC101214819* and *LOC101204792*) were up-regulated and down-regulated, respectively. 

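In these 7 DEGs, 5 had a higher and 2 a lower mean level with ETH treatment, which did not differ from the other listed genes (two-sided Fisher exact p = 0.275, adjusted p = 0.464). The groups overlapped for none of the 7, where chance gives 10% of genes without overlap and the whole list 72.9%.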

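The files describe both as probable amidase At4g34880. LOC101214819 (chromosome 2 from 13118392 to 13121002 on the plus strand) was higher with ETH treatment, 621 ± 45.5 against 449 ± 90.2 in the control (SD, n = 3), and LOC101204792 (chromosome 7 from 803362 to 806525 on the plus strand) was lower, 104 ± 19.8 against 169.8 ± 33.7. The fitted log2 fold changes were 0.48 (SE 0.19) and -0.70 (SE 0.22), at limma adjusted p of 0.0745 and 0.0683.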

ETH treatment up-regulated the relative expression of *aspartate transaminase* (*AST*; *LOC101217299*) and three *primary-amine oxidase* (*PAO*) genes (*LOC101210998*, *LOC101213059*, and *LOC101212818*). Moreover, the expression of *phenylalanine ammonia-lyase* (*PAL*; *LOC101218856*) for phenylalanine synthesis was down-regulated by ETH treatment (Figure 5A).

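AST is annotated as mitochondrial aspartate aminotransferase on chromosome 1 from 8556427 to 8561103 on the plus strand. Its level was 1104 ± 106 in control and 1697 ± 347 in ETH libraries (SD, n = 3), 0.62 on the log2 scale (limma adjusted p = 0.0683). LOC101213059 and LOC101212818 are neighbouring primary amine oxidase genes on chromosome 5, from 2448911 to 2452989 and from 2454439 to 2458132 on the plus strand. The first rose from 2206 ± 625 to 4123 ± 903 (0.90) and the second from 183 ± 65.8 to 322 ± 74.5 (0.82). LOC101210998 (chromosome 7 from 11470319 to 11476130) rose from 779 ± 85.8 to 1076 ± 200.1 (0.47). Whether reads are shared between the neighbouring copies was not tested.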

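This PAL gene lies on chromosome 6 from 22827950 to 22830486 on the minus strand. It was at 45.0 ± 16.1 in the control and 10.2 ± 11.7 with ETH treatment (SD, n = 3), a log2 ratio of -2.15. ETH 2, at 23.4, was close to control 1, at 26.4, and without ETH 2 the log2 ratio was -3.67. The groups did not overlap (two-sided exact permutation p = 0.1, n = 3), and the limma adjusted p was 0.0712.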

As shown in Figure 5B, the activity of PAL with ETH treatment was significantly lower than that of the control. The relative expression of *CsPAL* was decreased, whereas the expression of *CsPAO* was enhanced by ETH treatment (Figure 5C).

#### 2.3.2. Flavonoid Biosynthesis

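Of 3 DEGs in this pathway, 2 had a lower and 1 a higher mean level with ETH treatment. HCT (LOC101207100, chromosome 2 from 17350505 to 17353655 on the plus strand), which the files describe as stemmadenine O-acetyltransferase, was listed at 0 in control 1 and control 2 and at 1 step in control 3 (0.907). In ETH libraries it was at 6.96 ± 2.07 (SD, n = 3), 21 steps in all. Its ratio of 23.0 had a 95% counting interval of 3.62 to 931, and without control 3 the control is listed at 0. This gene was below the minimum level of the limma test, and without that filter its limma adjusted p was 0.0143. In the authors' deposited table its p was 0.0248 and its adjusted p is listed as 1, like that of other genes with low levels. CHI (LOC101218716, chalcone-flavonone isomerase 3, chromosome 5 from 6943796 to 6947064 on the minus strand) went from 884 ± 125 to 497 ± 188, a fitted log2 fold change of -0.89 (SE 0.31, limma adjusted p = 0.0712). F3′M (LOC101207160, chromosome 1 from 1788257 to 1791360 on the plus strand) went from 464 ± 174 to 73.3 ± 60.2, -2.66 on the log2 scale, and -3.29 without ETH 1. No overlap between groups was seen for the 3 genes, where chance gives 10% and the whole list 72.9%.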

In flavonoid biosynthesis, except for shikimate O-hydroxycinnamoyltransferase (HCT; LOC101207100), the transcript levels of chalcone isomerase (CHI; LOC101218716) and flavonoid 3′-monooxygenase (F3′M; LOC101207160) were down-regulated by ETH treatment (Figure 6A and Supplementary Table S9). The relative expression of CsF3′M was decreased by ETH treatment, whereas the expression of CsHCT was significantly increased (Figure 6B).

### 2.4. Plant Hormone Signal Transduction

Twenty-six DEGs and one DEP were identified in the plant hormone signal transduction pathway in total (Figure 7A and Supplementary Table S10). 

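Levels of the 26 DEGs were higher with ETH treatment for 13 and lower for 13, as in the rest of the list (two-sided Fisher exact p = 1). The groups did not overlap for 14 of them, a smaller share than in the whole list (72.9%), where chance gives 10%. Among the 8 genes of this pathway with an absolute log2 fold change above 1, 6 were lower. This share of 75% stood beside 69.0% of the other listed genes at that threshold.

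**Figure D4:**
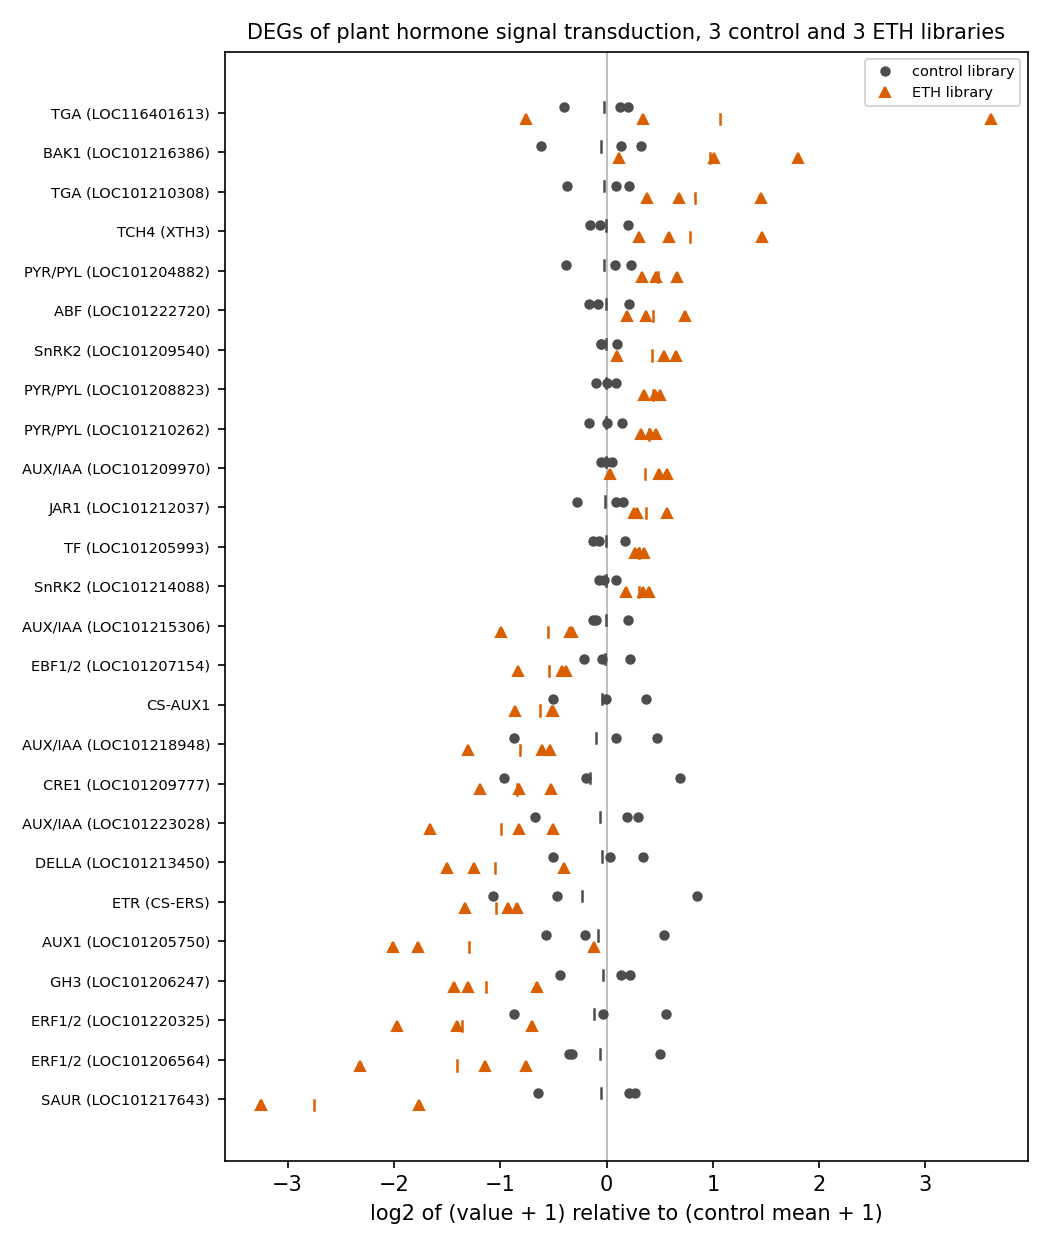
Normalized transcript levels of the 26 DEGs of plant hormone signal transduction in each library, as log2 of (value + 1) relative to (control mean + 1). Circles are the 3 control libraries, triangles the 3 ETH libraries, and short vertical lines the mean of the log2 values. In the TGA1-like gene LOC116401613, ETH 2 lies far from the other ETH libraries.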

There were eight DEGs in the auxin signaling pathway in total. Among them, ETH treatment down-regulated the expression of two auxin transporter genes *AUXIN 1 (AUX1; LOC101205750* and *CS-AUX1*) (Figure 7A). 

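LOC101205750 (auxin transporter-like protein 5, chromosome 7 from 831077 to 834783 on the minus strand) was at 413 ± 169 in the control and 201 ± 156 with ETH treatment (SD, n = 3). ETH 2, at 382, lay within the range of the control libraries, and the log2 ratio of -1.04 was -1.89 without it. CS-AUX1 (auxin transporter-like protein 4, chromosome 4 from 15476964 to 15483014 on the minus strand) was at 437 ± 129 and 284 ± 38.9, a log2 ratio of -0.62, also with overlap (two-sided exact permutation p = 0.2, n = 3).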

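In the files, AUX28-like (LOC101218948, chromosome 7 from 17162033 to 17164746 on the minus strand) had a mean level of 2094 ± 888 in the control and 1224 ± 327 with ETH treatment (SD, n = 3), a log2 ratio of -0.77. IAA13 (LOC101215306, chromosome 2 from 9952401 to 9954872) was at 387 ± 50.4 and 269 ± 64.8 (-0.52), and IAA4 (LOC101223028, chromosome 2 from 2140516 to 2141755) at 241 ± 78.7 and 127 ± 47.3 (-0.93). IAA26 (LOC101209970, chromosome 3 from 21271900 to 21275531 on the minus strand) was at 3668 ± 130.3 and 4782 ± 908 (0.38). Of these 4 genes, only IAA13 had groups that did not overlap, and the limma adjusted p was 0.134, 0.0799, 0.0795 and 0.105.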

The expression of three *auxin/indole-3-acetic acid* (*AUX/IAA*) genes (*LOC101218948*, *LOC101215306*, and *LOC101223028*) was up-regulated and one *AUX/IAA* gene (*LOC10120997*) was down-regulated by ETH treatment. The transcript levels of IAA-amido synthetase *GH3* (*LOC101206247*) and auxin-responsive gene *small auxin up-regulated RNA* (*SAUR*; *LOC101217643*) were decreased by ETH treatment. 

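GH3 (indole-3-acetic acid-amido synthetase GH3.17, chromosome 4 from 1251818 to 1254643 on the minus strand) fell from 206 ± 47.7 to 96.2 ± 29.7 (SD, n = 3) without overlap, a fitted log2 fold change of -1.10 (SE 0.29, limma adjusted p = 0.0651). SAUR (SAUR50, chromosome 3 from 37411770 to 37412499 on the minus strand) was at 8.49 ± 2.96 in the control, 27 steps in all, and in ETH libraries at 2 steps in ETH 2 alone (1.80), the others being listed at 0. Its ratio of 0.0707 had a 95% counting interval of 0.00915 to 0.316. It was below the minimum level of the limma test, and without that filter its limma adjusted p was 0.0368. Its p in the authors' deposited table was 0.0364 and its adjusted p is listed there as 1.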

In the cytokinin (CTK) signaling pathway, *CTK response 1* (*CRE1*; *LOC101209777*) was down-regulated by ETH. Moreover, two DEGs were involved in ETH-induced adventitious rooting in the gibberellin (GA) signaling pathway. 

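CRE1 (histidine kinase 4, chromosome 5 from 23030519 to 23038692 on the plus strand) had a level of 498 ± 279 in the control, where control 3 was at 803, and of 281 ± 64.5 with ETH treatment (SD, n = 3). The groups overlapped, and the log2 ratio of -0.82 was -0.29 without control 3.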

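The DELLA protein GAI gene (LOC101213450, chromosome 1 from 18213168 to 18215246 on the minus strand) was at 232 ± 66.0 in control and 118 ± 50.4 in ETH libraries (SD, n = 3), with overlapping groups and a log2 ratio of -0.98 (limma adjusted p = 0.0721). Transcription factor PIF5 (LOC101205993, chromosome 4 from 22635459 to 22640076 on the plus strand) rose from 4054 ± 469 to 5026 ± 148 without overlap, 0.31 on the log2 scale (limma adjusted p = 0.0874).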

The expression of the *DELLA* gene (*LOC101213450*) in the gibberellin (GA) signaling pathway was down-regulated by ETH, whereas the *TF* gene (*LOC101205993*) was up-regulated. In the pathway of abscisic acid (ABA) signaling, six DEGs were found. 

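Among the abscisic acid receptors, PYL8 (LOC101208823, chromosome 3 from 19093152 to 19096065 on the minus strand) rose from 2189.7 ± 141 to 2964 ± 156 (SD, n = 3), a fitted log2 fold change of 0.44 (SE 0.13, limma adjusted p = 0.0683). PYR1 (LOC101204882, chromosome 3 from 1311486 to 1312892) rose from 704 ± 148 to 993 ± 117, and PYL5 (LOC101210262, chromosome 7 from 14609390 to 14611295) from 4529 ± 471 to 5984 ± 310.1. SRK2G (LOC101209540, chromosome 4 from 19818807 to 19836591) and SRK2H (LOC101214088, chromosome 4 from 19973847 to 19978602) went from 2105 ± 131 to 2872 ± 545 and from 1828 ± 107 to 2265 ± 175. No ETH library of these 5 genes fell within the range of the control libraries. ABSCISIC ACID-INSENSITIVE 5-like protein 2 (LOC101222720, chromosome 1 from 26805147 to 26809583 on the minus strand), at 702 ± 98.9 and 963 ± 191, overlapped between groups. The log2 ratios of the 6 genes lay between 0.31 and 0.49.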

The expressions of three ABA receptors *PYR/PYL* (*LOC101208823*, *LOC101204882*, and *LOC101210262*), two *SNF1-related protein kinase 2* (*SnRK2*; *LOC101209540* and *LOC101214088*), and the *ABA-responsive element* (*ABRE*)*-binding factor* (*ABF*) gene (*LOC101222720*) were up-regulated. Furthermore, four DEGs were displayed in the ETH signaling transduction pathway. The transcript levels of ETH receptor *ETR* (*CS-ERS*), *EIN3-binding F-box1 and 2* (*EBF1/2*; *LOC101207154*), and two *ERF1/2* (*LOC101206564* and *LOC101220325*) genes were decreased by ETH (Figure 7A). 

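CS-ERS (ethylene response sensor 1, chromosome 7 from 18725840 to 18730755 on the minus strand) was at 2058 ± 1448 in the control and 1014 ± 175 with ETH treatment (SD, n = 3). The control mean rested on control 3 (3703), and the log2 ratio of -1.02 was -0.29 without it. EIN3-binding F-box protein 1-like (LOC101207154, chromosome 3 from 37905047 to 37907530 on the minus strand) fell from 2337 ± 359 to 1622 ± 268 without overlap, a fitted log2 fold change of -0.53 (SE 0.20, limma adjusted p = 0.0741). Both ERF genes are annotated as ethylene-response factor C3. LOC101206564 (chromosome 2 from 10410936 to 10412153) went from 159 ± 57.9 to 65.5 ± 31.8 without overlap (-1.28), and LOC101220325 (chromosome 3 from 19674222 to 19675312) from 321 ± 149 to 133 ± 59.0 with overlap (-1.27).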

In the brassinosteroid (BR) signaling transduction pathway, two DEGs were involved in ETH-triggered AR development. The expressions of the *BRI1-associated kinase 1* (*BAK1; LOC101216386*) and *touch 4* (*TCH4*; *XTH3*) genes were up-regulated by ETH. 

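BAK1 (chromosome 7 from 3883373 to 3892043 on the minus strand) was at 725 ± 226 in the control and 1588 ± 876 with ETH treatment (SD, n = 3). Its groups overlapped, and the log2 ratio of 1.13 ranged from 0.63 to 1.46 with each library left out. XTH3 (chromosome 1 from 18588328 to 18589536 on the plus strand), described in the files as xyloglucan endotransglucosylase/hydrolase protein 23-like, went from 1321 ± 174 to 2420.1 ± 1073 without overlap, although the ETH libraries ranged from 1629.6 to 3642 (log2 ratio 0.87, limma adjusted p = 0.0780).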

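The jasmonoyl-L-amino acid synthetase JAR6 gene (LOC101212037, chromosome 3 from 7060184 to 7063908 on the minus strand) was at 1794 ± 275 in control and 2335 ± 284 in ETH libraries (SD, n = 3) without overlap, 0.38 on the log2 scale. Its limma adjusted p was 0.0925.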

The jasmonic acid (JA) signaling pathway-related gene *jasmonate resistant 1* (*JAR1*; *LOC101212037*) was up-regulated by ETH treatment. Additionally, ETH up-regulated the expression of two *TGACG-binding* (*TGA*) transcription factors (*LOC101210308* and *LOC116401613*) in the salicylic acid (SA) signaling pathway (Figure 7A).

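TGA2.3 (LOC101210308, chromosome 6 from 2598162 to 2601755 on the plus strand) rose without overlap from 46.8 ± 9.60 to 88.7 ± 36.2 (SD, n = 3), a log2 ratio of 0.92 (limma adjusted p = 0.0742). The TGA1-like gene (LOC116401613, chromosome 4 from 3208634 to 3214715 on the plus strand) had a mean of 36.2 ± 7.87 in the control and 174 ± 244 with ETH treatment. ETH 2 was at 456, while ETH 1 and ETH 3 were at 21.0 and 46.2, and the log2 ratio changed from 2.27 to -0.11 without ETH 2 (two-sided exact permutation p = 0.6, n = 3).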

As shown in Figure 7B, in comparison with the control, ETH treatment significantly decreased the IAA content, whereas it enhanced the ABA content. In the auxin signaling transduction pathway, the relative expressions of *auxin transporter-like protein 5* (*CsLAX5*), *CsGH3.17*, and *CsSUAR50* were significantly decreased by ETH treatment (Figure 7C). In ETH signal transduction, the expressions of *CsERS* and *CsERFC3* with ETH treatment were lower than that in the control (Figure 7C). ETH treatment significantly enhanced the expressions of *CsPYL1* and *CsBAK1* (Figure 7C).

## 3. Discussion

As an important small gaseous molecule, ETH affects the growth and development of plants, and it is also a major regulator in response to diverse stresses. Many studies have shown that ETH can induce adventitious rooting in cucumber and marigold [1,15,16]. Using the iTRAQ technique and proteome analysis, Lyu et al. [16] revealed that ETH treatment increased photosynthesis and starch degradation to provide energy for adventitious rooting in cucumber. However, some key genes involved in ETH-promoted adventitious root development in cucumber have not been identified. Here, we revealed the mechanism of ETH-induced adventitious root development at the transcriptional level. First, GO enrichment and KEGG pathways in the transcriptome and proteome were analyzed and compared (Figure 1). In the top 20 KEGG pathway terms, “starch and sucrose metabolism”, “phenylalanine metabolism”, “plant hormone signal transduction”, “fatty acid metabolism”, “pentose and glucuronate interconversions”, “cutin, suberin, and wax biosynthesis”, “photosynthesis–antenna proteins”, “vitamin B6 metabolism”, “purine metabolism”, and “alanine, aspartate, and glutamate metabolism” were enriched in transcriptome and proteome (the order was ranked by transcriptome data), which suggests that exogenous ETH induced adventitious rooting via regulation of the decomposition and metabolism of nutrients, the accumulation and degradation of plant hormones, the synthesis of secondary metabolites, and photosynthesis. In order to identify key genes during ethylene-induced adventitious root development in cucumber, several pathways associated with adventitious rooting and enriched in the KEGG pathway of the transcriptome were selected and analyzed further.

### 3.1. Carbon Metabolism in ETH-Induced Adventitious Root Development

Carbon metabolism is an important metabolic pathway during adventitious root development and can provide metabolites for starch synthesis, a carbon skeleton for amino acid synthesis, and intermediates for secondary metabolism [20]. Further, it influences energy generation and respiration through the TCA and photorespiratory cycles [21].

In our study, 17 DEGs were involved in ETH-inducing adventitious rooting in starch and sucrose metabolism (Figure 2). Among them, HK is considered to be a key enzyme involved in glucose sensing, signal transduction, and photosynthesis [22,23]. Andriunas et al. [24] found that glucose was able to act positively through an HK-dependent signaling pathway, suggesting that glucose could regulate the HK signaling pathway. In our study, ETH treatment decreased the content of glucose, the activity of HK and the relative expression of *CsHK2* during rooting (Figure 2). In *Arabidopsis*, the transcript level of *ERF1* was inhibited by low glucose signaling, which indicated that the ETH might have had an antagonistic effect on low glucose signaling [25,26]. Hence, exogenous ETH might decrease HK activity and *CsHK2* expression during rooting. During this process, energy was obtained by consuming sucrose and glucose. HK enzyme and its related gene in the sucrose metabolism pathway were inhibited by ETH, thus accelerating hypocotyl growth and finally inducing adventitious root development in cucumber. Additionally, starch metabolism may also be involved in adventitious rooting [27]. *β-amylase 1* (*BAM1*) and *β-amylase 3* (*BAM3*) are key genes involved in starch degradation. Starch degradation causes a large amount of starch to be enriched in leaves and delays the growth and development of storage roots [27,28]. Our transcriptome results show that the transcript levels of *CsBAM1* and *CsBAM3* were down-regulated by ETH treatment (Figure 2). Therefore, ETH-treated explants completed energy conversion by reducing the expression of *CsBAM1* and *CsBAM3* in the starch signaling pathway and the content of starch, which may be beneficial for adventitious rooting. According to Lyu et al. [16], 48 h after treatment is the root elongation phase. At this stage, starch might be converted to glucose to provide energy for root growth. Therefore, ETH could induce adventitious rooting by decreasing the transcript levels of the starch degradation-related genes *CsBAM1* and *CsBAM3* and preventing starch degradation.

Further, glycolysis, the TCA cycle, and oxidative phosphorylation are classified as respiratory metabolism and can produce energy in the ATP form [29,30]. In the present study, 12, 5, and 4 DEGs were involved in these pathways by ETH treatment, respectively (Figure 3). A previous study showed that the changes in glycolysis were closely related to the changes in root respiration in sugarbeet (*Beta vulgaris* L.) [29]. The change trend of PK activity was similar to that of the respiratory rate, first increasing, then decreasing, and finally becoming stable [29]. Lyu et al. [16] found that ETH enhanced ATP synthase subunit protein expression at 12 and 24 h, and then declined at 48 h, confirming that ETH-induced adventitious rooting might require energy. This agreed with the findings of our metabolomic analysis showing that the activity of PK and the expression of *CsPK2* were decreased with ETH at 48 h after treatment (Figure 3), suggesting that at this stage, the respiration rate might decrease, resulting in the decline of ATP generation. Hence, ETH could induce adventitious root development by decreasing the PK activity and its transcript level. At 48 h after ETH treatment, ATP synthetase provided more energy for inducing adventitious rooting.

Fatty acids provide energy for some metabolic processes and act as signal transduction regulators [31]. Twelve DEGs were involved in fatty acid biosynthesis and the fatty acid degradation pathway in ETH-induced adventitious root development (Figure 4). Among them, *CYP86A1* was a key gene for root aliphatic suberin biosynthesis in *Arabidopsis* [32,33]. Root suberin could control the absorption and transportation of water and mineral ions from roots to leaves [34]. Therefore, *CYP86A1* also might play an important role in rooting. Our work showed that ETH treatment decreased the expression of *CsCYP86A1* during rooting (Figure 4), suggesting that the energy might be transferred to the hypocotyl to induce adventitious root development.

### 3.2. Secondary Metabolite Biosynthesis Pathway in ETH-Induced Adventitious Root Development

Phenylalanine metabolism and flavonoid biosynthesis are secondary metabolite biosyntheses. They benefit plants throughout the whole developmental process. Wang et al. [35] demonstrated that phenylpropanoid and flavonoid biosynthesis pathways were associated with root development. However, there has been no research showing that phenylalanine metabolism could be involved in adventitious root development. In our study, ETH regulated seven DEGs in phenylalanine metabolism during rooting, including *CsPAL*, *CsPAO*, and *CsAST* (Figure 5). PAL was a critical enzyme that directly catalyzes phenylalanine synthesis and is a precursor for the phenylpropanoid biosynthetic pathway [36]. The activity of PAL varied with the development stage of plants and the differentiation degree of cells and tissues [37,38]. Under excess Fe nutrition, plant growth was suppressed, and the activity of PAL was enhanced [39], indicating that the increase in PAL activity might inhibit plant growth. In our study, the activity and relative expression of PAL decreased with ETH treatment (Figure 5), indicating that the ETH might have induced adventitious rooting by reducing PAL activity and its gene expression.

In addition, flavonoid biosynthesis was reported to have an important role in hairy roots, adventitious roots, and seedling roots [36]. However, there is little information regarding the roles of flavonoid in ETH-induced adventitious rooting. In our transcriptome results, three DEGs, including *CsCHI*, *CsF3′M*, and *CsHCT* were involved in this pathway (Figure 6). Among them, the expression of *CsHCT* was significantly increased by ETH treatment. There was a negative correlation between the expression of *CsHCT* and the content of total flavonoids [40]. When the flavonoid content decreased, the content of lignin increased, and the fibers between the vascular bundles became longer [41]. Hence, ETH treatment might promote adventitious root primordium growth and break through the epidermis by increasing the expression of *CsHCT*, and the newly formed adventitious roots could be connected to the vascular bundle, leading to fiber growth between vascular bundles.

### 3.3. Plant Hormone Signal Transduction in ETH-Induced Adventitious Root Development

Phytohormone is an essential factor affecting adventitious rooting. We identified 26 DEGs in the plant hormone signal transduction pathway in total (Figure 7). Various studies have shown that auxin could induce adventitious root development [42,43]. In the present study, ETH regulated eight DEGs, including *CsAUX1*, *CsAUX/IAA*, *CsGH3*, and *CsSAUR* in the auxin signaling transduction pathway (Figure 7). *AUX1* and *LAX5* are auxin influx carriers of the same family [42]. *AUX1* could mediate the auxin influx specifically in the adventitious root-initiating cells, whereas *LAX5* was involved later than *AUX1* in adventitious rooting [42]. Recently, da Costa et al. [44] reported that *LAX1* and *LAX3* were used as down-regulation genes during adventitious rooting in *Arabidopsis thaliana*, which was consistent with our result. We found that ETH decreased the expression of *CsAUX1* and *CsLAX5* (Figure 7), which proves that the auxin influx genes were negatively regulated in ETH-promoted adventitious root development. Moreover, Harkey et al. [45] found that the ETH precursor ACC reduced the expression of *GH3.17* in *Arabidopsis* roots. The decreased activity of GH3 could lead to a decrease in the IAA level [46]. Our study shows that ETH down-regulated the expression of IAA-amido synthetase *CsGH3.17* (Figure 7). To expand on the results of the expression studies, the endogenous IAA content was further determined in control and ethephon-treated cucumber explants. In our results, ETH significantly decreased the endogenous IAA content (Figure 7). Therefore, ETH could induce adventitious rooting by negatively regulating the auxin signal pathway, in which ETH might decrease the IAA content and the expressions of *CsGH3.17*, *CsAUX1*, and *CsLAX5.*

ABA negatively controls root emergence [47]. However, the crosstalk between ABA and ETH in adventitious root development was unclear. We found that ETH up-regulated the expression of six DEGs in the ABA signal transduction pathway, which included *CsPYR/PYL*, *CsSnRK2*, and *CsABF* (Figure 7). *PYR1*, as a member of the family of PYR/PYL/RCAR ABA receptors, mediated plant immunity, seed germination, and seedling establishment [48,49]. *PYL8* has been reported to induce lateral root growth [50]. Here, we found that ETH up-regulated the expression of the ABA receptors *CsPYR1*, *CsPYL5*, and *CsPYL8* during adventitious rooting (Figure 7), indicating that *CsPYR1*, *CsPYL5*, and *CsPYL8* might positively regulate ETH-induced adventitious root development. Moreover, ETH significantly enhanced ABA content (Figure 7). Thus, ETH could induce rooting by increasing ABA signal transduction-related gene expression and ABA content.

Furthermore, ETH decreased the expression of four DGEs, including *CsETR*, *CsEBF1/2*, and *CsERF1/2* in ETH signal transduction (Figure 7). *ERS* is an ETH receptor gene, which can negatively regulate ETH response [51]. In the present study, ETH decreased the transcript level of *CsERS* (Figure 7). Hua et al. [52] also found that ETH treatment reduced the *ERS* transcript level, indicating that *ERS* could be negatively mediated by exogenous ETH during rooting.

In *Arabidopsis*, exogenous BR could promote adventitious root initiation and growth [53,54]. In our study, ETH up-regulated the expressions of *CsBAK1* and *CsXTH3* in the BR signaling transduction pathway (Figure 7). *BAK1* is a BR receptor gene. Xie et al. [55] reported that graphene oxide could increase *BAK1* expression to enhance root growth in *Brassica napus* L., confirming that *BAK1* might positively respond to root growth. Similarly, our results show that ETH enhanced the transcriptional level of *CsBAK1 (*Figure 7), which suggests that ETH induced adventitious rooting via positively regulating *CsBAK1* expression in BR signal transduction. Therefore, BR might have a positive role in ETH-induced adventitious root development. Xyloglucan endotransglucosylase/hydrolase (XTH), as a cell wall loosening and extension factor, can induce cell elongation and root growth [56]. However, there has been no direct evidence that XTH positively or negatively regulates adventitious root development. We found that ETH up-regulated the expression of *CsXTH3* (Figure 7), which implies that ETH might promote rooting by increasing the transcript level of *CsXTH3*.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

Cucumber (*C. sativus* L. “Xinchunsihao”) seeds of the same size and full grains were soaked in distilled water for 5–6 h and then placed on a tray with wet filter paper. After this step, the seeds in the tray were moved to the incubator with illumination with a 14 h photoperiod (the photosynthetically active radiation was 200 μmol m^−2^ s^−1^) at 25 ± 1 °C for 7 d, and the filter paper was kept wet in the tray during this period. The primary roots of explants were carefully cut off after 7 d. In accordance with Zhao et al. [57], the induction of adventitious roots was completed 48 h after treatment. Hence, the cucumber explants were placed in Petri dishes with different treatments and allowed to grow for 48 h. The temperature and photoperiod conditions were the same as the above conditions.

### 4.2. Chemicals and Treatments

Based on our previous results [1], 0.5 μM of 2-chloroethylphosphonic acid (ethrel, an ETH donor) was the optimal concentration to induce adventitious rooting in cucumber. After cutting the primary roots, every ten explants of the same size were selected and placed in Petri dishes containing 70 mL of with distilled water or 0.5 μM ethrel, and the solutions used in the study were changed every 24 h [1]. Each experiment was conducted three times with 3 replicates. At 48 h after treatment, samples (cucumber explants) were collected and stored at −80 °C until used.

### 4.3. Gene Expression Profiling Using RNA-Seq

#### 4.3.1. RNA Extraction

The total RNA for RNA-Seq and RT-qPCR analyses was extracted from about 500 mg cucumber explants with Trizol reagent (Sangon, Shanghai, China) in accordance with the manufacturer’s instructions [58]. The total RNA was dissolved in 100 μL of RNase-free water and quantified using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA, USA) [59]. The RNA quality was evaluated using the 6000 Pico LabChip of the Agilent 2100 Bioanalyzer (Agilent, Shanghai, China) [60]. RNA samples were sent to Novogene Co., Ltd. (Beijing, China) for cDNA library construction and sequencing. The reference genome for transcriptome analysis was acquired from https://www.ncbi.nlm.nih.gov/genome/1639?genome_assembly_id=749658 (accessed on 18 March 2020). Each treatment had 3 technical replications and 3 biological replications.

#### 4.3.2. cDNA Synthesis and Illumina Sequencing

The mRNA was purified from the total RNA using poly-T oligo-attached magnetic beads [61]. In the NEBNext First Strand Synthesis Reaction Buffer (5×), divalent cations were used for fragmentation at a high temperature. First-strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities [62]. After adenylation of 3′ ends of the DNA fragments, a NEBNext Adaptor with a hairpin loop structure was ligated to prepare for hybridization. In order to screen 250–300 bp cDNA fragments preferentially, the library fragments were purified using an AMPure XP system (Bethe controlman Coulter, Beverly, CA, USA) [20]. Before PCR, 3 µL of USER Enzyme (NEB, Boston, MA, USA) was used at 37 °C for 15 min followed by 5 min at 95 °C with size-selected, adaptor-ligated cDNA [63]. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. At last, the PCR products were purified (AMPure XP system; Bethe controlman Coulter, Beverly, CA, USA) and the library quality was assessed on the Agilent Bioanalyzer 2100 system (Agilent, Shanghai, China) [20]. The library products were sequenced with the Illumina Novaseq platform. The RNA-seq data produced in this study were deposited in the NCBI Gene Expression Omnibus (GSE189315).

#### 4.3.3. Bioinformatics Analysis

The raw reads were raw sequencing data, and they could be transferred from the original image data through a base call. The clean reads were a high-quality sequence after clearing data from the original reads. The error rate was the total sequencing error rate of the data. Q20 and Q30 refer to the percentage of bases with Phred values greater than 20 and 30 to the total bases, respectively. GCpct was the percentage of G and C among the four bases in the clean reads. The transcriptome sequencing was of high quality and can be used for further analysis (Supplementary Table S1). In addition, the Pearson correlation analysis showed high consistency of gene expression patterns of different biological replicates of each sample, suggesting the high reproducibility of transcriptome data (Supplementary Figure S1). 

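Over the 1415 listed genes, the Pearson correlation of log2(value + 1) was 0.963 to 0.965 between control libraries and 0.958 to 0.969 between ETH libraries. Between a control and an ETH library it was 0.886 to 0.928. These are correlations across genes, which are not independent replicates, and the list was chosen for its difference between groups, so the values are not those of a whole transcriptome. The first principal component of the listed genes held 61.3% of the variance and parted the groups, and the second held 13.5% and set ETH 1 apart from ETH 2 and ETH 3.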

According to the RPKM (reads per kilobase per million reads) criteria, levels of DEGs were calculated by quantifying reads. Transcriptome libraries should be based on the criteria: |log_2_(FoldChange)| > 1 and padj ≤ 0.05. Analyses of GO functional enrichment and KEGG pathway enrichment of the DEGs were carried out using ClusterProfiler software. In the functional enrichment analysis of GO, the DEGs were mainly enriched in the biological process (BP), molecular function (MF), and cellular component (CC). Using the KAAS server, the metabolic pathway was analyzed according to the KEGG pathway database (http://www.genome.jp/kegg/pathway.html) (accessed on 25 May 2020) [64].

Additionally, because the treatment time and ETH donor ethrel concentration were the same in our transcriptome analysis and in the proteomic analysis of Lyu et al. [16], we compared the DEGs in the transcriptome with differentially expressed proteins (DEPs) in the proteome.

### 4.4. Determination of Sucrose, Glucose, and Starch Content

The determination of sucrose content was performed according to Tauzi and Giardina [65]. On the basis of our experimental requirements, we modified the procedure appropriately. The cucumber explants (1.0 g) were added to 10 mL of 80% ethanol and diluted with distilled water in a 100 mL volumetric flask. The volumetric flask was placed in a water bath at a constant temperature of 80 °C for 45 min, then cooled to room temperature, and filtered with filter paper. This step was repeated twice, and the filtrate was collected as the reaction solution. The filtrate (0.4 mL) was mixed with 0.2 mL of 2 M sodium hydroxide (NaOH), and then bathed at 80 °C for 10 min. After cooling to room temperature, the sucrose content was determined. The absorbance was measured at 540 nm, and the soluble sugar content was calculated according to the standard curve.

The determination of the glucose content was performed according to Smith and Zeeman [66]. Fresh explant (0.5 g) was homogenized with 10 mL distilled water, diluted with distilled water, and mixed in a 50 mL volumetric flask. Then it was placed in a boiling water bath for 10 min. The reaction mixture contained 3,5-dinitrosalicylic acid (DNS) regent (6.3 g), 262 mL 2 M NaOH solution, 185 g potassium sodium tartrate with 500 mL of hot water, 5 g of redistilled phenol, and 5 g of sodium sulfite. After cooling the mixture to room temperature, the volume was accurately adjusted to 1000 mL with distilled water. Then the homogenate was centrifuged at 4000 rpm for 15 min at 4 ℃. The supernatant (2 mL) and deoxyribonucleic acid (1.5 mL) were mixed together, and the mixture was centrifuged at 4000 rpm for 15 min at 4 °C. Then it was placed in boiling water at 100 °C and bathed for 5 min. After cooling to room temperature, the solution was filtered into a 25 mL volumetric flask. The sample absorbance was measured at 540 nm against the controls.

For the starch content analysis, a 0.5 g sample was homogenized with 2 mL of distilled water and 3.2 mL of 60% HClO_4_. Distilled water was added to the mixture to 100 mL and then centrifuged at 5000 rpm for 5 min. Then, 0.5 mL of the supernatant was pipetted and diluted to 3 mL with distilled water. Then, 2 mL of iodine reagent was added, mixed well, and the mixture was left standing for 5 min. Finally, the solution was added to 10 mL of distilled water. The optical density (OD) was monitored at 660 nm [66].

### 4.5. Enzyme Assays

#### 4.5.1. Determination of Sucrose Synthase (SS), Sucrose–Phosphate Synthase (SPS), and Hexokinase (HK) Activities

The enzyme activities of SS, SPS, and HK were determined by enzyme-linked immunosorbent assay (ELISA; Andy Gene Biotechnology Co., Ltd., Beijing, China). A 1.0 g sample was ground with liquid nitrogen and homogenized with 9 mL PBS (pH = 7.4). Then the homogenate was centrifuged at 3000 rpm for 15 min at 4 °C [67]. The subsequent measurement method was carried out on the basis of the manufacturer’s instructions.

#### 4.5.2. Determination of Phenylalanine Ammonia-Lyase (PAL) Activity

The PAL activity was assessed according to González-Mendoza et al. [68]. A fresh sample (0.5 g) was mixed into 5 mL of Tris-HCl buffer (0.1 M, pH 7.5), 1 mM 1% polyvinylpolypyrrolidone and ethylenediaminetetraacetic acid (EDTA). Then the mixture was centrifuged at 12,000 rpm, at 4 °C for 10 min. The reaction mixture, including 100 µL of enzyme extract and 200 µL of Tris-HCl (50 mM, pH 8.8) containing 20 mM L-phenylalanine was incubated at 40 °C for 30 min. Then 100 µL of 1 M hydrochloric acid (HCl) was added to stop the reaction. The absorbance value was measured at 290 nm. The amount of enzyme that increased the OD_290_ by 0.01 per minute was defined as an enzyme activity unit IU.

### 4.6. Determination of IAA and ABA Contents

The concentrations of the IAA and ABA contents were determined by Quaternary gradient ultra-fast liquid chromatograph using a Waters Acquity ARC 600-2998 equipped with the Symmetry-C18 column (4.6 × 250 mm, 5 μm). The frozen sample (1.0 g) was taken and ground with liquid nitrogen quickly and then transferred to a 10 mL centrifuge tube. Then, 5 mL of 80% cold pure methanol was added and the sample was stored in the dark in the refrigerator at 4 °C for 12 h. After 12 h, the sample was centrifuged at a speed of 4000 rpm for 15 min at 4 °C. Then the supernatant was pipetted into another 10 mL centrifuge tube. The residues were suspended in 2.5 mL of extraction solution and stored at 4 °C for 1 h. Then the mixture was centrifuged at a speed of 4000 rpm for 15 min, and the filtrate was collected and combined in the tube. This step was repeated twice. The filtrate was diluted to 10 mL with 80% methanol. Two mL of the supernatant was evaporated in a rotary vacuum at 38 °C for 4 h and then dissolved with 2 mL of 80% cold pure methanol. The extract was filtered with a 0.22 μm filter for liquid chromatograph detection. The mobile phase was chromatographic methanol (A) + 0.1% phosphoric acid (B). The flow rate was 1.0 mL min^−1^. The wavelength was 254 nm, and the column temperature was 30 °C [69].

### 4.7. RT-qPCR Assays

In accordance with the manufacturer’s instructions, the RNA (400 ng) was reverse-transcribed with 5 × *Evo M-MLVRT* Master Mix (AG, Changsha, China). SYBR Green Pro Taq HS Premix (AG, Changsha, China) was used to amplify cDNA. The gene expression data were normalized using *Csactin* as an internal control [70]. The primers were designed by primerbank (https://pga.mgh.harvard.edu/primerbank/) (accessed on 1 May 2021). The RT-qPCR reactions containing 7.2 μL of ddH_2_O, 0.4 μL of forward primer, 0.4 μL of reverse primer, 2 μL of cDNA (800 ng), and 10 μL of *Taq* enzyme were performed on the ABI StepOne plus system (Foster, CA, USA) with the following program: 95 °C for 30 s, 40 cycles of 95 °C for 5 s and 60 °C for 30 s. In order to assess possible contaminations and primer dimer formations, no-template controls (NTCs) were used as a negative control [71]. The RT-qPCR efficiencies of amplicons were calculated by performing a standard curve. Moreover, melting curve analysis was conducted to ensure the amplification of specific amplicons. StepOne^TM^ Software v2.3 (Life Technologies, Boston, MA, USA) was used to analyze the ct values, and 2^−ΔΔct^ was used to calculate the normalized gene expression levels [72]. The experiment was conducted with three bio-replicates. The primers are listed in Supplementary Table S2.

### 4.8. Statistical Analysis

The statistical analysis was conducted using the Statistical Package for Social Sciences 22.0 (SPSS 22.0, Inc., Chicago, IL, USA) software. All results were expressed as the mean values ± standard error (SE) from at least three independent duplications. The data from substance contents, enzyme activities, plant hormone contents and RT-qPCR assays were analyzed by *t*-test at *p* < 0.01 and *p* < 0.05, respectively.

## 5. Conclusions

In conclusion, the candidate genes of sucrose and starch metabolism (*CsHK2*), glycolysis-related gene (*CsPK2*), phenylalanine metabolism (*CsPAL*), flavonoid biosynthesis (*CsF3′M*), auxin signaling transduction (*CsLAX5*, *CsGH3.17*, and *CsSUAR50*), and ETH signaling transduction (*CsERS*) were ETH-down-regulated genes, whereas the candidate genes of starch metabolism (*CsBAM1* and *CsBAM3*), phenylalanine metabolism (*CsPAO*), flavonoid biosynthesis (*CsHCT*), ABA signaling transduction (*CsPYL1*, *CsPYL5*, and *CsPYL8*), and BR signaling transduction (*CsBAK1* and *CsXTH3*) were up-regulated in ETH-induced adventitious rooting. These candidate genes were associated with ETH-induced adventitious root development. This study will be useful for understanding the molecular mechanisms of ETH-inducing adventitious rooting.

## Figures and Tables

**Figure 1:**
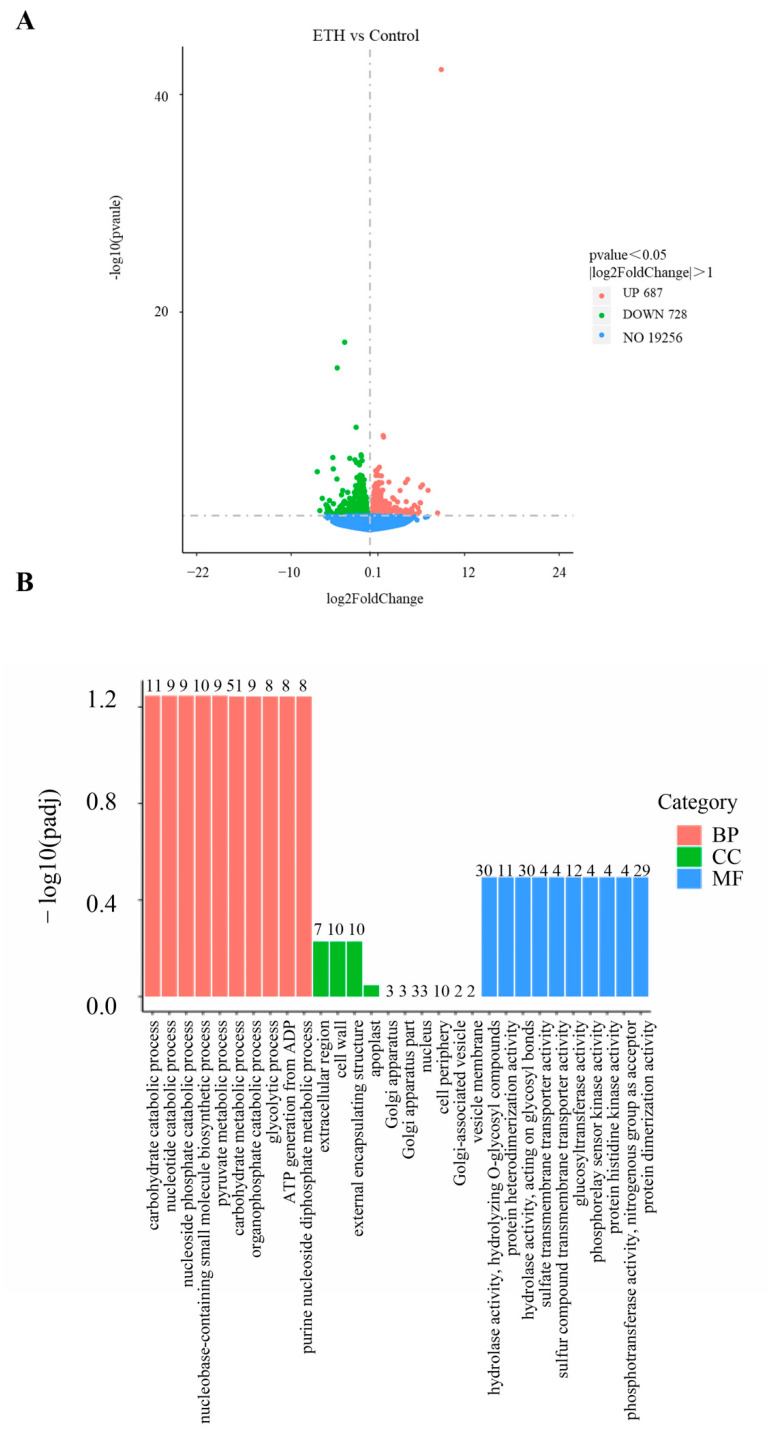
Volcano map, GO classification and KEGG pathway of DEGs identified in cucumber by ETH treatment. (**A**) Volcano map of DEGs. The X-axis displays the log2FoldChange value, and the Y-axis displays the −log10p value. Red and blue dots represent the number of up- and down-regulated DEGs, respectively. (**B**) GO classification of the annotated DEGs. The red, green and blue bars represent biological process (BP), cell component (CC) and molecular function (MF), respectively. The Y-axis displays the −log10 (padj) value of each term, and the X-axis displays the GO terms and the enriched DEGs numbers.

**Figure 2:**
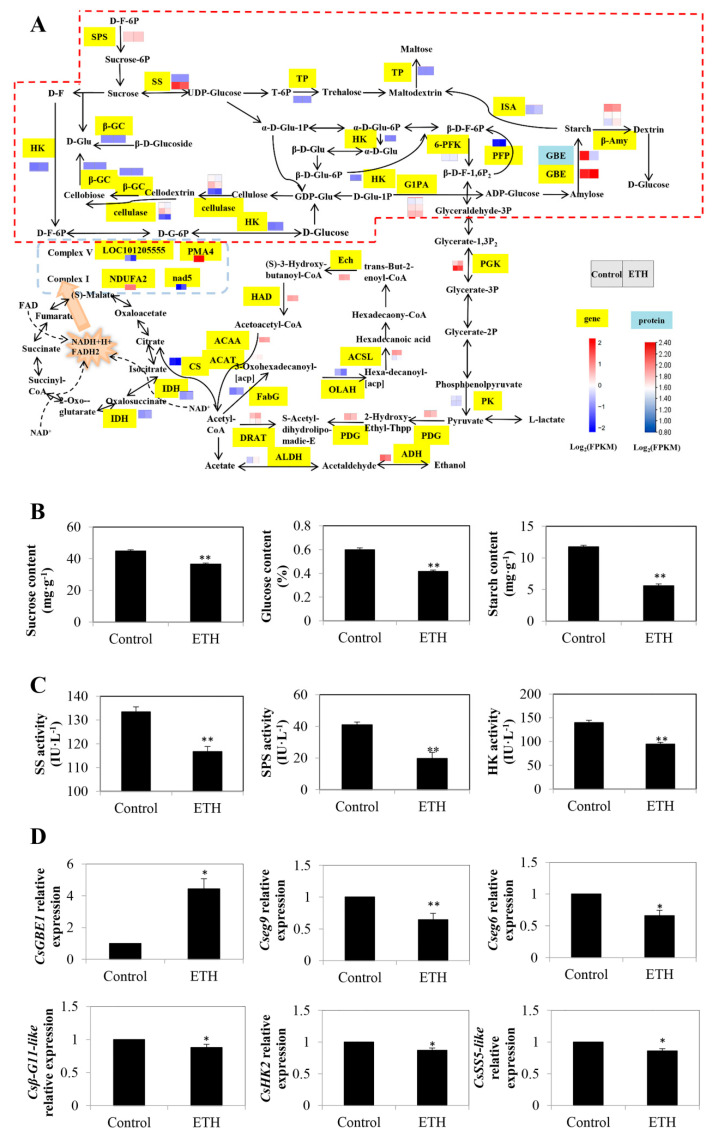
Identification and validation of key DEGs in starch and sucrose metabolism during adventitious root development in cucumber. (**A**) Expression patterns of genes and proteins for starch and sucrose metabolism in carbon metabolism during adventitious root development in cucumber. The dashed box represents starch and sucrose metabolism. Annotations of genes and proteins are available in Supplementary Table S5. Black characters with yellow background are genes, whereas black characters with blue background are proteins. The two squares under the names of genes or proteins indicate the abundance change between the control and ETH. A red square means up-regulation, whereas a blue square means down-regulation. (**B**) The contents of sucrose, glucose and starch during adventitious root development in cucumber. (**C**) The activities of SS, SPS and HK enzyme during adventitious root development in cucumber. (**D**) Quantitative real-time PCR analysis of the expression profiles of 6 genes related to starch and sucrose metabolism during adventitious root development in cucumber. Asterisk (*) and double asterisk (**) indicate the significance at *p* < 0.05 and *p* < 0.01, respectively. The bar represents the value of standard error. Values represent the mean ± SE of three replicates. Each experiment was repeated three times independently.

**Figure 3:**
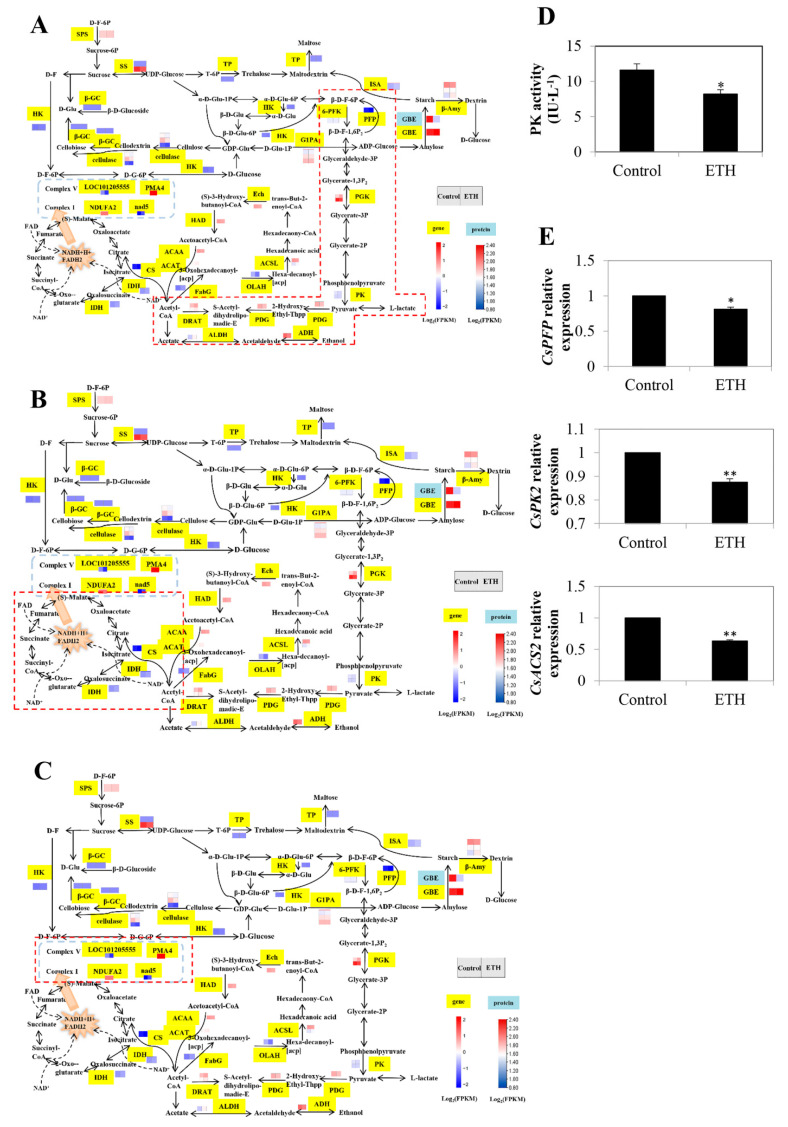
Identification and validation of key DEGs in glycolysis/gluconeogenesis, citrate cycle (TCA cycle) and oxidative phosphorylation during adventitious root development in cucumber. (**A**) Expression patterns of genes for glycolysis/gluconeogenesis during adventitious root development in cucumber. (**B**) Expression patterns of genes for TCA cycle in carbon metabolism during adventitious root development in cucumber. (**C**) Expression patterns of genes for oxidative phosphorylation in carbon metabolism during adventitious root development in cucumber. Annotations of genes and proteins are available in Supplementary Table S6. Black characters with yellow background are genes. The two squares under the names of genes or proteins indicate the abundance change of the control and ETH. A red square means up-regulation, whereas a blue square means down-regulation. The red dotted box represents the different pathways involved in carbon metabolism. (**D**) The activity of PK enzyme during adventitious root development in cucumber. (**E**) Quantitative real-time PCR analysis of the expression profiles of 6 genes related to glycolysis/gluconeogenesis, TCA cycle and oxidative phosphorylation during adventitious root development in cucumber. Asterisk (*) and double asterisk (**) indicate the significance at *p* < 0.05 and *p* < 0.01, respectively. The bar represents the value of standard error. Values represent the mean ± SE of three replicates. Each experiment was repeated three times independently.

**Figure 4:**
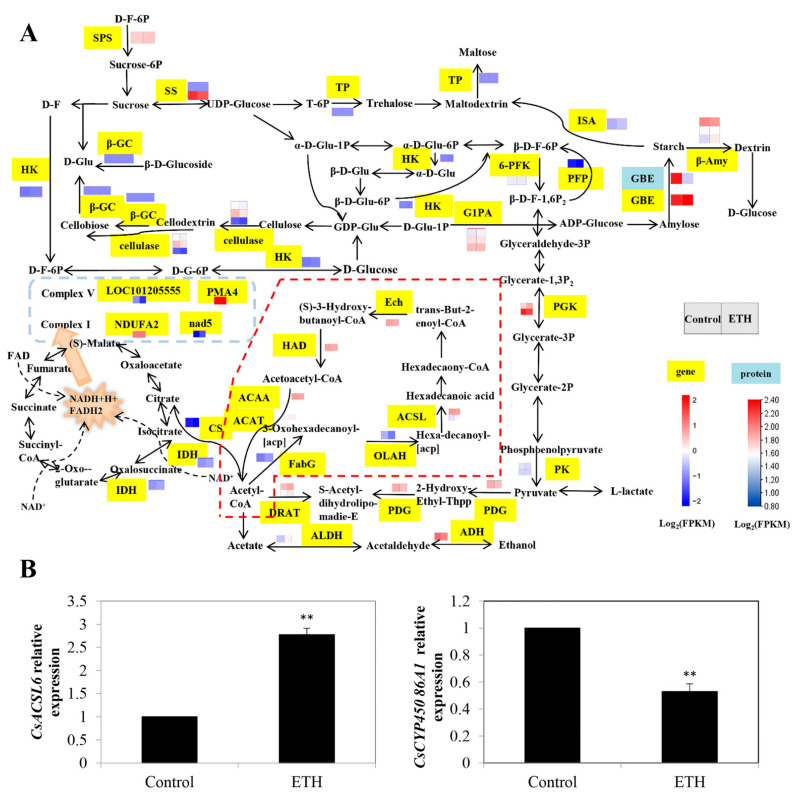
Identification and validation of key DEGs in fatty acid biosynthesis and fatty acid degradation during adventitious root development in cucumber. (**A**) Expression patterns of genes and proteins for fatty acid biosynthesis and fatty acid degradation in carbon metabolism during adventitious root development in cucumber. The dashed box represents fatty acid biosynthesis and fatty acid degradation. Annotations of genes and proteins are available in Supplementary Table S7. Black characters with yellow background are genes, whereas black characters with blue background are proteins. The two squares under the names of genes or proteins indicate the change in abundance of the control and ETH. A red square means up-regulation, whereas a blue square means down-regulation. (**B**) The expression profiles of 2 genes related to fatty acid biosynthesis and fatty acid degradation during adventitious root development in cucumber. Double asterisk (**) indicates the significance at *p* < 0.01. The bar represents the value of standard error. Values represent the mean ± SE of three replicates. Each experiment was repeated three times independently.

**Figure 5:**
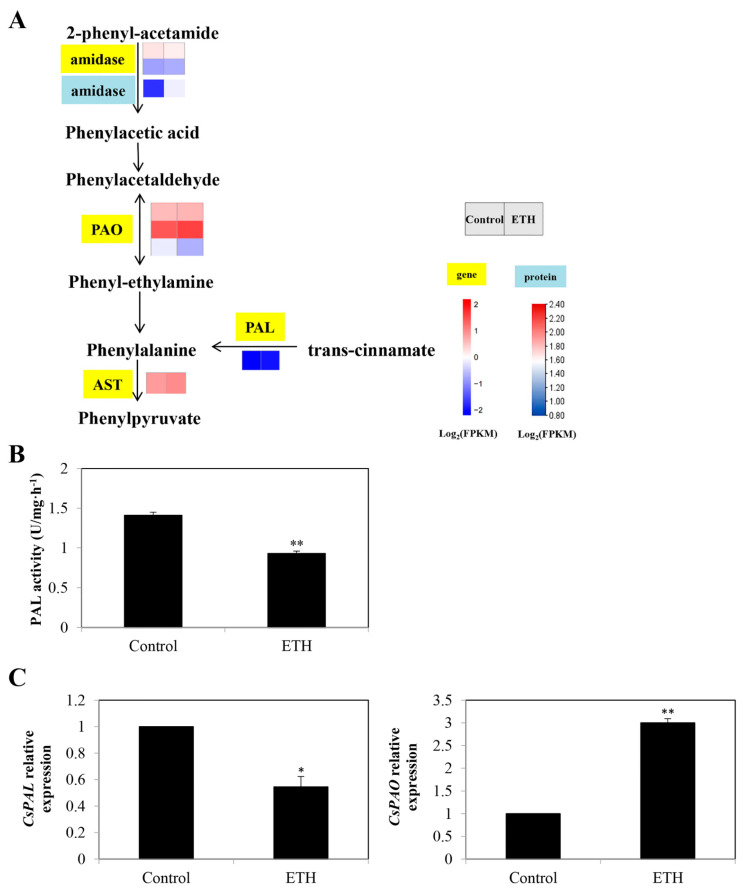
Identification and validation of key DEGs in phenylalanine metabolism during adventitious root development in cucumber. (**A**) Expression patterns of genes and proteins for phenylalanine metabolism in secondary metabolism during adventitious root development in cucumber. Annotations of genes and proteins are available in Supplementary Table S8. Black characters with yellow background are genes, whereas black characters with blue background are proteins. The two squares under the names of genes or proteins indicate the change in abundance of the control and ETH. A red square means up-regulation, whereas a blue square means down-regulation. (**B**) The activity of PAL and PAO enzyme during adventitious root development in cucumber. (**C**) Quantitative real-time PCR analysis of the expression profiles of 2 genes related to phenylalanine metabolism during adventitious root development in cucumber. Asterisk (*) and double asterisk (**) indicate the significance at *p* < 0.05 and *p* < 0.01, respectively. The bar represents the value of standard error. Values represent the mean ± SE of three replicates. Each experiment was repeated three times independently.

**Figure 6:**
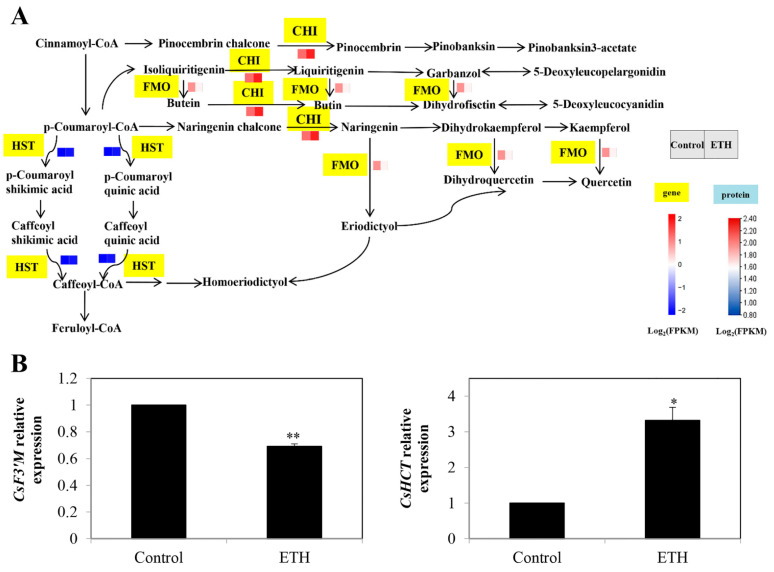
Identification and validation of key DEGs in flavonoid biosynthesis during adventitious root development in cucumber. (**A**) Expression patterns of genes and proteins for flavonoid biosynthesis in secondary metabolism during adventitious root development in cucumber. Annotations of genes and proteins are available in Supplementary Table S9. Black characters with yellow background are genes. The two squares under the names of genes or proteins indicate the change in abundance of the control and ETH. A red square means up-regulation, whereas a blue square means down-regulation. (**B**) The expression profiles of 2 genes related to flavonoid biosynthesis during adventitious root development in cucumber. Asterisk (*) and double asterisk (**) indicate the significance at *p* < 0.05 and *p* < 0.01, respectively. The bar represents the value of standard error. Values represent the mean ± SE of three replicates. Each experiment was repeated three times independently.

**Figure 7:**
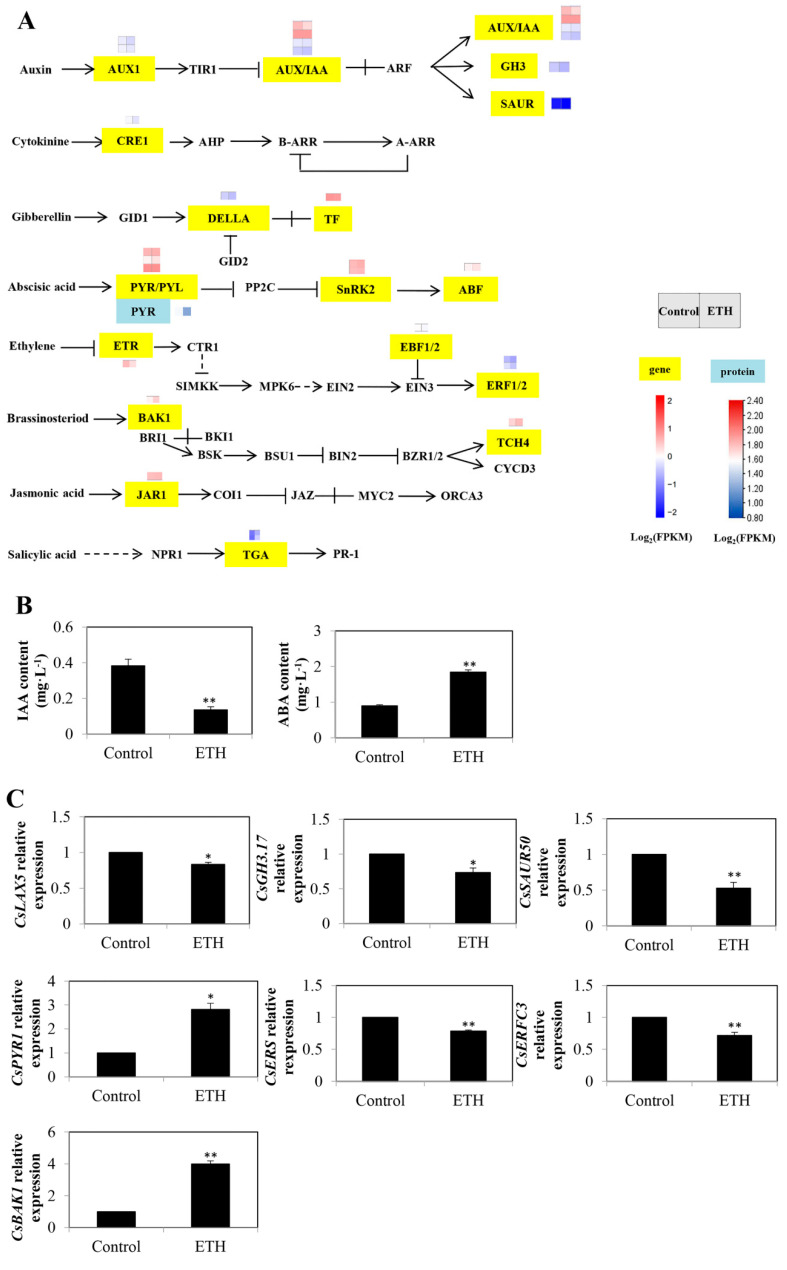
Identification and validation of key DEGs in plant hormone signal transduction during adventitious root development in cucumber. (**A**) Expression patterns of genes and proteins for plant hormone signal transduction during adventitious root development in cucumber. Annotations of genes and proteins are available in Supplementary Table S10. Black characters with yellow background are genes, whereas black characters with blue background are proteins. The two squares under the names of genes or proteins indicate the change in abundance of the control and ETH. A red square means up-regulation, whereas a blue square means down-regulation. (**B**) The contents of IAA and ABA during adventitious root development in cucumber. (**C**) Quantitative real-time PCR analysis of the expression profiles of 7 genes related to plant hormone signal transduction during adventitious root development in cucumber. Asterisk (*) and double asterisk (**) indicate the significance at *p* < 0.05 and *p* < 0.01, respectively. The bar represents the value of standard error. Values represent the mean ± SE of three replicates. Each experiment was repeated three times independently.

**Table 1:** Enriched KEGG pathways of the DEGs in ETH treatment.

KEGGID	Pathway	*p* Value	Total DEGs	Up-Regulated DEGs	Down-Regulated DEGs
csv00591	Linoleic acid metabolism	0.006637889	6	4	2
csv00500	Starch and sucrose metabolism	0.007112864	17	2	15
csv00909	Sesquiterpenoid and triterpenoid biosynthesis	0.007603753	5	2	3
csv00071	Fatty acid degradation	0.017687328	8	6	2
csv00950	Isoquinoline alkaloid biosynthesis	0.018821384	4	4	0
csv00360	Phenylalanine metabolism	0.021066898	7	5	2
csv04075	Plant hormone signal transduction	0.026635092	26	13	13
csv01212	Fatty acid metabolism	0.032091296	9	7	2
csv00040	Pentose and glucuronate interconversions	0.037498837	10	2	8
csv00073	Cutin, suberine and wax biosynthesis	0.039280085	5	0	5

## Data Availability

Data are contained within the article or Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232112981/s1.

# Supplementary material for: Identification of Key Genes during Ethylene-Induced Adventitious Root Development in Cucumber (Cucumis sativus L.)
**Source:** Int J Mol Sci. 2022 Oct 26;23(21):12981. doi: 10.3390/ijms232112981
**Supplement:** Supplementary file 1

**Supplementary Table S10.** Expression patterns of DEGs related to plant hormone transduction during adventitious root development in cucumber.

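Of the 26 genes in this table, the columns named FPKM for 25 equal the group means of the normalized levels within 1e-06 of their size, so the values carry no division by gene length. Its log2 fold changes equal those of the authors' deposited table for each of the 26 genes.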

| Gene id   | Gene name           | FPKM(the control) | FPKM(ETH)   | log2FC       | Gene description                                 | Up/down |
|-----------|---------------------|-------------------|-------------|--------------|--------------------------------------------------|---------|
| 101205750 | <i>LOC101205750</i> | 413.0915296       | 201.3487135 | -1.03415524  | auxin transporter-like protein 5                 | down    |
| 101206566 | <i>CS-AUX1</i>      | 436.7514737       | 284.2922061 | -0.617977602 | auxin transporter-like protein 4                 | down    |
| 101218948 | <i>LOC101218948</i> | 2093.509986       | 1224.462628 | -0.774066066 | auxin-induced protein AUX28-like                 | down    |
| 101209970 | <i>LOC101209970</i> | 3667.783946       | 4781.92876  | 0.382675861  | auxin-responsive protein IAA26 isoform X2        | up      |
| 101215306 | <i>LOC101215306</i> | 386.9786552       | 269.3011553 | -0.520486582 | auxin-responsive protein IAA13 isoform X1        | down    |
| 101223028 | <i>LOC101223028</i> | 240.5546524       | 126.602255  | -0.929375785 | auxin-responsive protein IAA4                    | down    |
| 101206247 | <i>LOC101206247</i> | 205.9568512       | 96.16620169 | -1.097855929 | indole-3-acetic acid-amido synthetase GH3.17     | down    |
| 101217643 | <i>LOC101217643</i> | 8.494299009       | 0.600228117 | -3.724370843 | auxin-responsive protein SAUR50                  | down    |
| 101209777 | <i>LOC101209777</i> | 497.6096131       | 281.3851537 | -0.822251144 | histidine kinase 4 isoform X1                    | down    |
| 101213450 | <i>LOC101213450</i> | 231.6813887       | 117.8538294 | -0.974345792 | DELLA protein GAI                                | down    |
| 101205993 | <i>LOC101205993</i> | 4054.074448       | 5026.203158 | 0.310178999  | transcription factor PIF5                        | up      |
| 101208823 | <i>LOC101208823</i> | 2189.685268       | 2963.970499 | 0.436698838  | abscisic acid receptor PYL8                      | up      |
| 101204882 | <i>LOC101204882</i> | 704.3018817       | 992.5458647 | 0.495171389  | abscisic acid receptor PYR1                      | up      |
| 101210262 | <i>LOC101210262</i> | 4528.635526       | 5983.85308  | 0.401843236  | abscisic acid receptor PYL5                      | up      |
| 101209540 | <i>LOC101209540</i> | 2104.752403       | 2871.807768 | 0.448377598  | serine/threonine-protein kinase SRK2G isoform X1 | up      |
| 101214088 | <i>LOC101214088</i> | 1827.744737       | 2264.624188 | 0.309041459  | serine/threonine-protein kinase SRK2H            | up      |
| 101222720 | <i>LOC101222720</i> | 701.881049        | 962.5480622 | 0.455126028  | ABSCISIC ACID-INSENSITIVE 5-like protein 2       | up      |
| 101205786 | <i>CS-ERS</i>       | 2058.433654       | 1014.125839 | -1.02145856  | ethylene response sensor 1                       | down    |

|           |                     |             |             |              |                                                                                    |      |
|-----------|---------------------|-------------|-------------|--------------|------------------------------------------------------------------------------------|------|
| 101207154 | <i>LOC101207154</i> | 588.9532738 | 422.8393976 | -0.527090865 | EIN3-binding F-box protein 1-like                                                  | down |
| 101206564 | <i>LOC101206564</i> | 159.0363113 | 65.46705306 | -1.280037711 | ethylene-response factor C3                                                        | down |
| 101220325 | <i>LOC101220325</i> | 320.9817361 | 132.8811344 | -1.271089931 | ethylene-response factor C3                                                        | down |
| 101216386 | <i>LOC101216386</i> | 725.1006672 | 1588.333778 | 1.13084843   | BRASSINOSTEROID INSENSITIVE<br>1-associated receptor kinase 1                      | up   |
| 101217842 | <i>XTH3</i>         | 1321.364173 | 2420.072446 | 0.87298424   | probable xyloglucan<br>endotransglucosylase/hydrolase protein<br>23-like precursor | up   |
| 101212037 | <i>LOC101212037</i> | 1793.913492 | 2334.948208 | 0.380502206  | jasmonoyl--L-amino acid synthetase<br>JAR6                                         | up   |
| 101210308 | <i>LOC101210308</i> | 46.7542977  | 88.70375995 | 0.926697125  | transcription factor TGA2.3 isoform X2                                             | up   |
| 116401613 | <i>LOC116401613</i> | 36.23236296 | 174.2655857 | 2.268223637  | transcription factor TGA1-like isoform<br>X1                                       | up   |

---

# Supplementary material for: Identification of Key Genes during Ethylene-Induced Adventitious Root Development in Cucumber (Cucumis sativus L.)
**Source:** Int J Mol Sci. 2022 Oct 26;23(21):12981. doi: 10.3390/ijms232112981
**Supplement:** Supplementary file 1

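This table gives 21 lines for 18 genes, since a gene in more than 1 pathway is listed in each. The log2 fold change matches the deposited one in each line. For 17 lines the columns for control and ETH equal the group means of the normalized levels (within 1e-06 of their size). For the other 4, which are the genes of oxidative phosphorylation, they do so when the columns are exchanged.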

**Supplementary Table S6.** Expression patterns of DEGs related to glycolysis / gluconeogenesis, TCA cycle and oxidative phosphorylation during adventitious root development in cucumber.

| Gene id   | Gene name           | FPKM(the control) | FPKM(ETH)   | log2FC       | Gene description                                                                                                 | Up/down |
|-----------|---------------------|-------------------|-------------|--------------|------------------------------------------------------------------------------------------------------------------|---------|
| 101216058 | <i>LOC101216058</i> | 211.5413126       | 119.425566  | -0.824957455 | hexokinase-2, chloroplastic                                                                                      | down    |
| 101202739 | <i>LOC101202739</i> | 519.2778174       | 380.5966674 | -0.447867239 | ATP-dependent 6-phosphofructokinase 7                                                                            | down    |
| 101215219 | <i>LOC101215219</i> | 89.86761101       | 30.10202069 | -1.574815215 | pyrophosphate--fructose 6-phosphate<br>1-phosphotransferase subunit beta                                         | down    |
| 101219631 | <i>LOC101219631</i> | 893.4465961       | 1162.772511 | 0.379958475  | phosphoglycerate kinase, cytosolic<br>isoform X1                                                                 | up      |
| 101215513 | <i>LOC101215513</i> | 4051.997044       | 3189.331605 | -0.345317487 | phosphoglycerate kinase, cytosolic                                                                               | down    |
| 101206620 | <i>LOC101206620</i> | 473.5240406       | 307.2283788 | -0.624220059 | pyruvate kinase 2, cytosolic                                                                                     | down    |
| 101220786 | <i>LOC101220786</i> | 413.6381879       | 280.1318568 | -0.56075632  | plastidial pyruvate kinase 1, chloroplastic                                                                      | down    |
| 101215151 | <i>LOC101215151</i> | 661.7114477       | 504.9215729 | -0.389212571 | dihydrolipoyllysine-residue<br>acetyltransferase component 5 of pyruvate<br>dehydrogenase complex, chloroplastic | down    |
| 101220730 | <i>LOC101220730</i> | 547.9298619       | 383.0058965 | -0.516365518 | dihydrolipoyllysine-residue<br>acetyltransferase component 4 of pyruvate<br>dehydrogenase complex, chloroplastic | down    |
| 101204247 | <i>LOC101204247</i> | 1273.343042       | 891.5546015 | -0.513627027 | pyruvate dehydrogenase E1 component<br>subunit beta-3, chloroplastic                                             | down    |
| 101219569 | <i>LOC101219569</i> | 375.6855858       | 500.8700405 | 0.415714789  | aldehyde dehydrogenase family 3 member<br>H1                                                                     | up      |
| 101211996 | <i>LOC101211996</i> | 2260.624756       | 1643.027867 | -0.459858207 | alcohol dehydrogenase-like 7                                                                                     | down    |
| 101215151 | <i>LOC101215151</i> | 661.7114477       | 504.9215729 | -0.389212571 | dihydrolipoyllysine-residue<br>acetyltransferase component 5 of pyruvate                                         | down    |

|           |                     |             |             |              |                                           |      |
|-----------|---------------------|-------------|-------------|--------------|-------------------------------------------|------|
|           |                     |             |             |              | dehydrogenase complex, chloroplastic      |      |
|           |                     |             |             |              | dihydrolipoyllysine-residue               |      |
| 101220730 | <i>LOC101220730</i> | 547.9298619 | 383.0058965 | -0.516365518 | acetyltransferase component 4 of pyruvate | down |
|           |                     |             |             |              | dehydrogenase complex, chloroplastic      |      |
| 101204247 | <i>LOC101204247</i> | 1273.343042 | 891.5546015 | -0.513627027 | pyruvate dehydrogenase E1 component       | down |
|           |                     |             |             |              | subunit beta-3, chloroplastic             |      |
| 101209539 | <i>LOC101209539</i> | 250.3699517 | 121.3426549 | -1.042566389 | ATP-citrate synthase beta chain protein 2 | down |
| 101202770 | <i>LOC101202770</i> | 370.5677261 | 240.9848612 | -0.621522706 | isocitrate dehydrogenase [NADP]           | down |
| 101208633 | <i>LOC101208633</i> | 1809.730389 | 1463.980823 | 0.30559677   | NADH dehydrogenase [ubiquinone] 1         | up   |
|           |                     |             |             |              | alpha subcomplex subunit 2                |      |
| 11123919  | <i>nad5</i>         | 52.10098238 | 19.30980126 | 1.431974932  | nad5; NADH dehydrogenase subunit 5        | up   |
| 101205555 | <i>LOC101205555</i> | 39.46192654 | 93.58787469 | -1.23829297  | uncharacterized protein LOC101205555      | down |
| 101213505 | <i>LOC101213505</i> | 6719.296802 | 4493.616087 | 0.580362     | plasma membrane ATPase 4                  | up   |

---

# Supplementary material for: Identification of Key Genes during Ethylene-Induced Adventitious Root Development in Cucumber (Cucumis sativus L.)
**Source:** Int J Mol Sci. 2022 Oct 26;23(21):12981. doi: 10.3390/ijms232112981
**Supplement:** Supplementary file 1

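Both value columns of this table equal the group means of the normalized levels in the deposited table for its 12 lines, which cover 10 genes, within 1e-06 of their size.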

**Supplementary Table S7.** Expression patterns of DEGs related to fatty acid biosynthesis and fatty acid degradation during adventitious root development in cucumber.

| Gene id   | Gene name           | FPKM(the control) | FPKM(ETH)   | log2FC       | Gene description                                                    | Up/down |
|-----------|---------------------|-------------------|-------------|--------------|---------------------------------------------------------------------|---------|
| 101221009 | <i>LOC101221009</i> | 375.7713542       | 521.0006339 | 0.471662802  | NADPH-dependent aldehyde reductase-like protein, chloroplastic      | up      |
| 101210955 | <i>LOC101210955</i> | 562.2575873       | 375.8738699 | -0.58118772  | palmitoyl-acyl carrier protein thioesterase, chloroplastic          | down    |
| 101207461 | <i>LOC101207461</i> | 8358.496775       | 12339.03771 | 0.561967871  | long chain acyl-CoA synthetase 6, peroxisomal                       | up      |
| 101212158 | <i>LOC101212158</i> | 762.3602457       | 1062.390833 | 0.479399183  | long chain acyl-CoA synthetase 8 isoform X1                         | up      |
| 101207461 | <i>LOC101207461</i> | 8358.496775       | 12339.03771 | 0.561967871  | long chain acyl-CoA synthetase 6, peroxisomal                       | up      |
| 101212158 | <i>LOC101212158</i> | 762.3602457       | 1062.390833 | 0.479399183  | long chain acyl-CoA synthetase 8 isoform X1                         | up      |
| 101210295 | <i>LOC101210295</i> | 6764.986849       | 9382.391797 | 0.471956374  | glyoxysomal fatty acid beta-oxidation multifunctional protein MFP-a | up      |
| 101217710 | <i>LOC101217710</i> | 7463.409009       | 11385.71581 | 0.609384671  | 3-ketoacyl-CoA thiolase 2, peroxisomal-like                         | up      |
| 101212707 | <i>LOC101212707</i> | 1515.957865       | 1852.264464 | 0.289143779  | acetyl-CoA acetyltransferase, cytosolic 1                           | up      |
| 101211996 | <i>LOC101211996</i> | 2260.624756       | 1643.027867 | -0.459858207 | alcohol dehydrogenase-like 7                                        | down    |
| 101219569 | <i>LOC101219569</i> | 375.6855858       | 500.8700405 | 0.415714789  | aldehyde dehydrogenase family 3 member H1                           | up      |
| 101214516 | <i>LOC101214516</i> | 18.84412921       | 1.301779452 | -3.821959353 | cytochrome P450 86A1                                                | down    |

# Supplementary material for: Identification of Key Genes during Ethylene-Induced Adventitious Root Development in Cucumber (Cucumis sativus L.)
**Source:** Int J Mol Sci. 2022 Oct 26;23(21):12981. doi: 10.3390/ijms232112981
**Supplement:** Supplementary file 1

**Supplementary Table S8.** Expression patterns of DEGs related to phenylalanine metabolism during adventitious root development in cucumber.

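For each of the 7 genes in this table, the column named for the control equals the mean of the ETH libraries and the column named for ETH the mean of the control libraries, while the sign of the log2 fold change follows the libraries.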

| Gene id   | Gene name           | FPKM(the control) | FPKM(ETH)   | log2FC       | Gene description                          | Up/down |
|-----------|---------------------|-------------------|-------------|--------------|-------------------------------------------|---------|
| 101218856 | <i>LOC101218856</i> | 10.16267166       | 44.9672348  | -2.130183977 | phenylalanine ammonia-lyase               | down    |
| 101217299 | <i>LOC101217299</i> | 1696.854769       | 1104.228048 | 0.62006779   | aspartate aminotransferase, mitochondrial | up      |
| 101210998 | <i>LOC101210998</i> | 1076.283911       | 779.1511287 | 0.466434702  | primary amine oxidase isoform X1          | up      |
| 101213059 | <i>LOC101213059</i> | 4122.999035       | 2206.139493 | 0.902290297  | primary amine oxidase                     | up      |
| 101212818 | <i>LOC101212818</i> | 322.4630146       | 182.6097464 | 0.82271878   | primary amine oxidase                     | up      |
| 101214819 | <i>LOC101214819</i> | 621.4243791       | 448.9154708 | 0.4693775    | probable amidase At4g34880                | up      |
| 101204792 | <i>LOC101204792</i> | 103.8942071       | 169.8267418 | -0.709438096 | probable amidase At4g34880                | down    |

# Supplementary material for: Identification of Key Genes during Ethylene-Induced Adventitious Root Development in Cucumber (Cucumis sativus L.)
**Source:** Int J Mol Sci. 2022 Oct 26;23(21):12981. doi: 10.3390/ijms232112981
**Supplement:** Supplementary file 1

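This table lists primers for genes measured by RT-qPCR, a method that copies a chosen transcript from the same kind of RNA and reads its amount relative to a reference gene. Of 24 genes with a direction taken from the paper for RT-qPCR, 7 had a higher and 17 a lower mean level in ETH libraries. In 24 of 24 the direction was the one taken from the paper. For CsGBE1 the paper only excepts the gene from a decrease, which was read here as a rise. CsPYL1 of the paper's text was read as the CsPYR1 gene of the primers. RT-qPCR values of the 24 genes were not analysed here.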

**Supplementary Table S2.** Sequences of primers used for RT-qPCR analysis.

| Gene symbol         | NCBI gene accession numbers | Gene ID   | Product size | Primer Sequence (5'-3' )                                      | Primers efficiency | Correlation coefficient (R <sup>2</sup> ) |
|---------------------|-----------------------------|-----------|--------------|---------------------------------------------------------------|--------------------|-------------------------------------------|
| <i>CsGBE1</i>       | ACHR03000062                | 101215687 | 107          | F:GACAGTGAAGGGTTGGCAGGTTG<br>R:TCATCATCTTCGGGTTTGCTCGTATC     | 92.15%             | 0.9927                                    |
| <i>Cseg9</i>        | ACHR03000028                | 101222401 | 81           | F:GTTACTAGCGACGGCGAAGAAGG<br>R:ACAGCAGAGGAAAGCGAATCACTATAC    | 93.41%             | 0.9958                                    |
| <i>Cseg6</i>        | ACHR03000050                | 101203271 | 111          | F:CAGTGGTGGACATAGTGGCTACAATC<br>R:GAAGACGATGCTGGAGATGGAAGTG   | 90.03%             | 0.9864                                    |
| <i>Csβ-G11-like</i> | ACHR03000050                | 101214838 | 116          | F:CTTTCGGTTTGTTTCCTTTGACTGACTC<br>R:ACTTCGGATACTACCATAACCAATG | 97.39%             | 0.9942                                    |
| <i>CsHK2</i>        | ACHR03000083                | 101216058 | 113          | F:TACCTGGTGAAATTGCTCGTAGAGTG<br>R:TCTGGTGTGCTCAGGATGAATTGC    | 95.62%             | 0.9987                                    |
| <i>CsSS5-like</i>   | ACHR03000028                | 101211461 | 91           | F:TTTACGACGAAGAATGGGCAAATGATG<br>R:GATGGAAGGCTTAACCGAGGAGTTG  | 91.26%             | 0.9092                                    |
| <i>CsPFP</i>        | ACHR03000058                | 101215219 | 83           | F:TTCTCCCGCAATCCTCCTTCTC                                      | 95.47%             | 0.9956                                    |

|                          |              |           |     |                                                               |        |        |
|--------------------------|--------------|-----------|-----|---------------------------------------------------------------|--------|--------|
|                          |              |           |     | R:GATGGATACGATGGGCTTGGACTTG                                   |        |        |
| <i>CsPK2</i>             | ACHR03000062 | 101206620 | 81  | F:CTCGTGTGGTAGACAGCATGACTAAC<br>R:CATCAAGTACAGCATTGGCAACATCAG | 95.52% | 0.9963 |
| <i>CsACS2</i>            | ACHR03000062 | 101209539 | 83  | F:GATGAAAGAGGTGAGGAGCCAAGATAC<br>R:ATAACATCGCCAACGCCATAGCC    | 93.67% | 0.9281 |
| <i>CsIDH</i>             | ACHR03000028 | 101202770 | 105 | F:TCCTCCACCTCCTCCTCTACTCTC<br>R:AGAAGAAGAAGAAGAAGCGTAGCATCG   | 98.71% | 0.9860 |
| <i>CsLACS6</i>           | ACHR03000083 | 101207461 | 82  | F:TTAATTGCGAGTGTTGCTGGATGTTC<br>R:GTGCCAAAGGGAGGTACGATATGTAG  | 96.15% | 0.9785 |
| <i>CsCYP450<br/>86A1</i> | ACHR03000058 | 101214516 | 96  | F:CGCTGGACCGAGGACTTGTTTG<br>R:ACTGGAGATAGCCGATACCGAAGG        | 99.57% | 0.9961 |
| <i>CsLAX5</i>            | ACHR03000006 | 101205750 | 144 | F:TCTACATCATTCTGCTCTTGCTCAC<br>R:CCAACACCCAAACCACTACAAATGC    | 97.79% | 0.9902 |
| <i>CsGH3.17</i>          | ACHR03000050 | 101206247 | 84  | F:TGAAAGAATTGCCAATGGTGAACCTTC<br>R:CCAGAAGTTCCTGAGCTTGTGAGAAG | 98.15% | 0.9969 |
| <i>CsSAUR50</i>          | ACHR03000083 | 101217643 | 81  | F:TGTCTACGTTGGTCAACACCGAAC<br>R:TGGAGCAAGATTTGGAAAGGAGGATG    | 96.90% | 0.9918 |

|                    |              |           |     |                                                               |         |        |
|--------------------|--------------|-----------|-----|---------------------------------------------------------------|---------|--------|
| <i>CsPYR1</i>      | ACHR03000083 | 101204882 | 96  | F:GACGAGTTGAAGGACTTAGTAGCAGAG<br>R:TGAACACGCTGAGCAAGTAAGGAG   | 98.87%  | 0.9985 |
| <i>CsCS-ERS</i>    | ACHR03000006 | 101205786 | 131 | F:AAGTTGCTTGTGCTATTGTATCGTGTG<br>R:GCCCATCTCCCTGTCAAGTTGTTC   | 103.11% | 0.9891 |
| <i>CsERFC3</i>     | ACHR03000014 | 101206564 | 129 | F:CGGAGATACGAGACTCAACCAGAAATG<br>R:AATTAAGAACGGCGGCGGAACC     | 98.03%  | 0.9936 |
| <i>CsBAK1</i>      | ACHR03000006 | 101216386 | 132 | F:GGGTCGTTTGGCTGATGGTTCTC<br>R:AGACGGAGTAGATTACGGTGGACAG      | 95.48%  | 0.9915 |
| <i>CsPAL</i>       | ACHR03000006 | 101218856 | 148 | F:AGCATCATCCTGGACAGATTGAAGC<br>R:TGCGGTGAAGTTCTAAGAGCGTAAC    | 99.24%  | 0.9979 |
| <i>CsPAO</i>       | ACHR03000028 | 101213059 | 136 | F:CCTTCTAGTCTCTCGTTTGTGGTTTCC<br>R:AGTGAGTGGATCTAGTGGATGGTGAG | 101.05% | 0.9966 |
| <i>CsAt4g34880</i> | ACHR03000006 | 101204792 | 136 | F:GCTGACAGAGAACGAGAGGCTAATAAG<br>R:TAGACCCAAGCAATGCGAATGATCC  | 92.08%  | 0.9816 |
| <i>Csnad5</i>      | HQ860792     | 11123919  | 148 | F:CGCACAGATAGGATCGCATACTTGG<br>R:AGCCGTAGGTGGGTATTCAAATAAAGG  | 99.45%  | 0.9906 |
| <i>CsF3'M</i>      | ACHR03000058 | 101207160 | 103 | F:ATCGTGGAGGAGCATCGGAATTTG                                    | 102.28% | 0.9822 |

|              |              |           |     |                               |        |        |
|--------------|--------------|-----------|-----|-------------------------------|--------|--------|
|              |              |           |     | R:TTCATCTTCACCGTCATCCTTCATTG  |        |        |
| <i>CsHCT</i> | ACHR03000014 | 101207100 | 135 | F:ACCCTGAGTTTCTGAGACAATTCCAAG | 89.07% | 0.9928 |
|              |              |           |     | R:CGTCATAAAGAGGAAGTCGGCAGAG   |        |        |

---

How the deposited data were processed for this re-analysis (not part of the article)

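RNA was sequenced from 6 samples, 3 of control explants and 3 of explants treated with ETH (0.5 µM ethrel), each taken 48 h after the start of treatment. Seedlings were 7 d old when the primary roots were removed. The authors had the libraries sequenced as paired-end reads on the Illumina NovaSeq platform, cleaned the reads, mapped them to the cucumber genome and counted reads per gene. The paper does not name the aligner, the counting tool or the software of the differential test. The deposited tables hold the 1415 genes that the authors called, divided into 687 higher and 728 lower, and a list of 525 genes assembled outside the annotation, with gene ontology and pathway terms for them. For each called gene the authors deposited a signal per library, which is the read count normalized to the library, and its mean per group. The log2 fold change of ETH relative to control was calculated by the authors in their test of differential expression. The p value and the adjusted p value were calculated by the authors in the same test, as deposited, with the adjustment made over the genes that they tested.

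The unit was tested on the values. In each library 100% of the values under 200 steps were whole multiples of a single step, within 0.01 of a step and whatever the gene length, so the values are read counts divided by 1 factor per library. The methods call the unit RPKM and the supplementary tables call it FPKM, both of which would depend on gene length. Here the value is called the normalized transcript level. The mean of each group in the table equals the mean of its 3 libraries. Of the 1415 identifiers, 1388 were found in the reference annotation, each with the same start. The largest p in the list was 0.0500 and the smallest absolute log2 fold change 0.26, so the list was made at an unadjusted p below 0.05 and without a fold change threshold of 1. The deposited values do not give the sequencing depth per library, because only called genes are listed, and Supplementary Table S1, to which the methods refer for sequencing quality, was not used. A step is 1 read, and a level of a few steps carries the counting error of a few reads. The step differed by at most 1.35-fold between libraries. Counting intervals were given only for genes with 1 to 3 steps in a group.

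Groups were compared as 3 control libraries against 3 ETH libraries. The paper names no pairing, and replicate numbers were not used as pairs. Deviations from the group mean correlated at -0.0586, -0.102 and 0.0606 between libraries of equal number. The test was limma on log2(value + 1) for the 1338 genes with a mean level of at least 10, with 1 prior variance for all genes and Benjamini-Hochberg adjustment over the genes tested. The list was selected by the authors on the same libraries, so its adjusted p is no independent evidence. Values of single genes were compared with a two-sided exact permutation test, whose smallest p for 3 against 3 is 0.1. Log2 ratios of group means carry no pseudocount.

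Pathway directions were compared with Fisher exact tests of lower against higher genes inside a pathway and in the remaining list, adjusted over the 9 pathways that the paper discusses, with membership from Supplementary Table S4. Over-representation was calculated again with a one-sided hypergeometric test from the numbers in Supplementary Tables S3 (634 gene ontology terms) and S4 (110 pathways). The gene cells of 2 terms of Supplementary Table S3 are shortened in the copy read, and for these the stated number of genes was used. Values of Supplementary Tables S6, S7, S8 and S10 were set beside the deposited ones line by line.

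The genes named in the text were chosen by a rule. They are the genes that the paper names with an identifier in its results, each gene of Supplementary Tables S6, S7, S8 and S10, the RT-qPCR genes of Supplementary Table S2, and from the list the 5 genes with the smallest p in each direction and the 5 with the largest absolute log2 fold change in each direction.

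Alternatives were run 1 at a time. For the number of genes they were the thresholds on p, adjusted p and fold change, the filter on low levels, and leaving out the assembled genes. For pathways they were stricter gene lists, a filter on low levels, a two-sided test and the adjustment for multiple testing. For single genes they were pseudocounts of 1 and 10 on the group means, the deposited fold change, and each library left out in turn. For limma they were pseudocounts of 0.5 and 5, no filter, the replicate number as a block, each library left out in turn, and a prior variance following the mean level. The other 9 divisions of the libraries into 3 and 3 were run as well. A comparison of kinds of gene (small nucleolar RNA, long non-coding RNA and genes assembled by the authors) and of 16 families found by words in the gene description (heat shock, expansin, chlorophyll, autophagy, zinc finger, ubiquitin, sugar transporter, kinesin, ethylene, histone, ribosomal protein, peroxidase, cyclin, tubulin, cellulose synthase and aquaporin) used Fisher exact tests with Benjamini-Hochberg adjustment within the kinds and within the families, and 10000 random gene sets drawn from the list and matched over 10 classes of mean level, with the same adjustment of their shares.

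The limma steps were tested on simulated data with 3 samples against 3, 1334 genes tested and 199 of them changed. Of these, 198 were recovered, none in the wrong direction, with 12 false calls. The changed genes had a median absolute log2 fold change of 1.01, against 0.688 over the authors' list. Each simulated gene was given the same extra spread beyond counting error, which real genes do not share. The simulation therefore tests that the steps run correctly, and does not give the share of real changes found in these libraries. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

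A test made for read counts was not run, although counts of the listed genes could be recovered from the steps. Library totals and genes that were not called are missing from the list. No other scaling between libraries was tried, since a scaling factor cannot be computed from a list that holds called genes only. The RT-qPCR levels, enzyme activity, metabolite content and proteome results of the paper and Supplementary Tables S1, S5 and S9 are not analysed here.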

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

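All tests in this part were chosen after the results were seen.

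LOC116402949, a long non-coding RNA that the paper does not discuss, was singled out for its signal with ETH treatment. Its mean level was 1005 in the ETH libraries (1226, 702 and 1085) and 1.85 in the control libraries (1.02, 0 and 4.54), higher in 3 of 3 ETH libraries than in any control library. A difference in library depth is argued against, since the steps of the 6 libraries differ by at most 1.35-fold. The lowest ETH library was at 155 times the highest control library and no library lay at the level of the other group. A mislabelled sample cannot be judged from this, since the gene was chosen for the smallest p of the list, which favours groups that lie apart. Read-through from neighbouring genes cannot be told apart from a change of the gene itself. The nearest annotated gene, LOC101210531, begins 11084 bases away, and neither it nor LOC105434916, 16103 bases away on the other side, is listed, so no value for them was analysed here. A response to ETH treatment stays among the open explanations.

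An adjusted p of 0.05 or less in the authors' deposited table was found for 69 genes, and the paper names 3 of them in its results. The other 66 were singled out as a signal in genes outside those it discusses. Of these, 24 were higher and 42 lower with ETH treatment. The groups did not overlap for 65 of the 66 genes, where chance gives 10% of genes. These genes were selected for a difference between the same libraries, which favours such a separation, so the count decides nothing about a single library as the cause. An effect of the treatment on these genes stays open as a hypothesis.

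The list holds 27 of the 525 genes that the authors assembled outside the annotation, and the paper does not discuss them. Of these 27 genes, 18 were higher and 9 lower with ETH treatment, and the groups did not overlap for 16, where chance gives 10% of genes and the whole list 72.9%. Their direction cannot be told apart from chance. Against the other listed genes the Fisher exact p was 0.0786, and the same value after adjustment over 3 kinds of gene, while a share of 0.0207 of 10000 sets matched for mean level held as many higher genes (0.0311 after the same adjustment), and these tests disagree. No biological explanation was tested for these genes, and a response to ETH treatment stays open.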

How the results depend on the processing

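The alternatives were set before the data were examined, except for the prior variance following the mean level in limma, which was chosen after seeing the data, as was the test of other divisions of the libraries.

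The number of genes in the list (1415, with 687 higher and 728 lower) follows the threshold by construction. In the authors' deposited table, 69 genes (25 higher, 44 lower) had an adjusted p of 0.05 or less, 434 (134 and 300) an absolute log2 fold change above 1, 50 (15 and 35) met both criteria, and 467 (232 and 235) had an unadjusted p below 0.01. With a mean level of at least 10 there were 1338 genes, and without the assembled genes 1388. More genes were lower than higher in each of these sets.

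In limma, 30 of 1338 genes had an adjusted p of 0.05 or less (8 higher, 22 lower) and 853 an unadjusted p below 0.05. Pseudocounts of 0.5 and 5 gave 29 and 33 genes, of which 29 and 30 were shared with the 30. Without the filter there were 108, which include the 30. With prior variance following the mean level there were 3 (LOC116402949, LOC116403226 and LOC116404743), although 1053 genes had an unadjusted p below 0.05. The cause was not tested. Leaving out 1 library gave 0 to 47 genes, with 482 to 698 at an unadjusted p below 0.05. The count was 0 without control 1 (698) and without ETH 3 (524), 1 without control 2 (482) and without control 3 (577), in both cases LOC116402949, 17 without ETH 2 (527, with 9 of the 30) and 47 without ETH 1 (648, with 24 of the 30). Fewer samples enter these fits, but 47 exceeds 30, and that cause was not tested. Over these settings the smallest adjusted p ranged from 3.5e-04 to 0.0659. Of the 10 divisions of the libraries into 3 and 3, the real one included, 1 gave as many genes. The other 9 gave 0 in limma, with 18 to 59 genes at an unadjusted p below 0.05. The genes were selected for a difference between control and ETH, which adds to the spread within groups in the other divisions, so few calls there follow from the selection. Since 10 divisions cannot give a share under 0.1, chance cannot be excluded by this test.

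With the replicate number as a block, limma gave 3 genes, 2 of them shared with the 30, and 561 genes at an unadjusted p below 0.05. They were LOC116402949, LOC116403226 and LOC101215975, the last chosen after its values were seen. Deviations from the group mean correlated at -0.0586, -0.102 and 0.0606 between libraries of equal number, so the numbers show no pairing.

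Starch and sucrose metabolism had 88.2% of its 17 genes lower (Fisher exact adjusted p = 0.0214). It kept its side of the threshold with a mean level of at least 10 (0.0208). The share was 100% among its 2 genes with an absolute log2 fold change above 1 (adjusted p = 1) and 100% among its 5 genes with an unadjusted p below 0.01 (0.551), where fewer genes were tested. The adjusted p of this pathway ranged from 0.0208 to 1 over the alternatives. With an absolute log2 fold change above 1 the direction was reversed for fatty acid degradation (100% lower, 1 gene), phenylalanine metabolism (100%, 1 gene), flavonoid biosynthesis (50% against 69.2% in the other genes, 2 genes) and plant hormone signal transduction (75% against 69.0%, 8 genes). With an unadjusted p below 0.01 it was reversed for fatty acid degradation (66.7%, 3 genes). None of these passed the Fisher exact test (adjusted p = 1), and the cause was not tested. Fatty acid biosynthesis has no gene with an absolute log2 fold change above 1, so that setting gives no value.

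Of 110 pathways, 10 had a hypergeometric p below 0.05, 12 with a two-sided Fisher exact test, 2 of them with fewer genes than their share, and 7 from genes with an unadjusted p below 0.01. After Benjamini-Hochberg adjustment there were 0 (smallest 0.344), which follows from the number of pathways tested. Over the p of single pathways named in the text, 16 alternatives stayed on the same side of 0.05, 16 no longer passed it, and 1 was reversed, that of fatty acid metabolism among genes with an unadjusted p below 0.01 (exact hypergeometric p = 0.773). Of 634 gene ontology terms, 83 had an unadjusted hypergeometric p below 0.05 and 0 passed adjustment within categories (smallest 0.0567) or over all terms (smallest 0.106). A two-sided Fisher exact test gave 1, cytoplasmic part, with fewer genes than its share (0.537 times, adjusted p = 0.0495), which the one-sided test does not look for. The smallest adjusted p ranged from 0.0495 to 0.106 over these alternatives.

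For 90 named genes with a ratio in both groups, 807 alternative log2 fold changes were computed. Of these, 787 stayed within 1 SD of the value reported, 19 moved further in the same direction or towards 0 (8 with a pseudocount of 10, 3 with a pseudocount of 1 and 8 with 1 library left out), and 1 was reversed. That is LOC116401613, at -0.11 without ETH 2 and at up to 2.79 without ETH 1. Pseudocounts shrink ratios of genes with low levels by construction. The SD used here is that of the log2 levels between libraries, and leaving out 1 of 3 libraries can hardly move a ratio that far. A ratio that stayed within it is therefore not shown to be stable. For CRE1 (LOC101209777), -0.29 without control 3 counted as within 1 SD of -0.82, and for beta-amylase 3 (LOC101213455) -0.25 of -0.78.

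Values of 54 of the 66 lines of the supplementary tables matched the deposited ones, and 54 at 3 significant digits. With control and ETH columns of the tables exchanged, 11 matched.

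A count-based normalization and test was not run, since it applies to counts and these values are normalized. No other scaling is computable from a list that holds called genes only, so the directions stand only under the authors' scaling. The listed values do not give the depth of the libraries, and what it limits was seen only in genes with few steps.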

Differences from the paper's values

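Values of p are given here as differing where one is more than 1.5 times the other, and levels where the gap also exceeds the spread between libraries. For over-representation, the alternatives set before the data were examined were Benjamini-Hochberg adjustment, genes with an unadjusted p below 0.01, and a two-sided Fisher exact test. For sesquiterpenoid and triterpenoid biosynthesis the paper's p in Table 1 is 0.00760, and 0.0308 was computed here. The 3 alternatives differ from the paper's value too (0.394, 0.339 and 0.0308 in the order above). For plant hormone signal transduction the paper's p is 0.0266 and 0.00938 was computed. Genes with an unadjusted p below 0.01 gave 0.0374, which lies within 1.5 times the paper's value, while adjustment (0.344) and the two-sided test (0.0155) differ. For fatty acid metabolism the paper's p is 0.0321 and 0.0710 was computed, and the 3 alternatives differ (0.554, 0.773 and 0.0806). For cutin, suberine and wax biosynthesis the paper's p is 0.0393 and 0.0153 was computed, and the 3 alternatives differ (0.351, 0.00443 and 0.0153). The p computed here matches that of Supplementary Table S4 to 3 significant digits for 110 of 110 pathways.

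For levels in the supplementary tables, the alternative set before the data were examined was to exchange the control and ETH columns of the paper's table. In Supplementary Table S10 the paper's levels of LOC101207154 are 589 in the control and 423 with ETH treatment, and 2337 and 1622 are in the deposited table. The alternative differs as well. In Supplementary Table S6 the paper's levels of nad5 are 52.1 in the control and 19.3 with ETH treatment, against 19.3 and 52.1, and the paper's ETH level of LOC101205555 is 93.6 against 39.5. In Supplementary Table S8 the paper's levels are 10.2 and 45.0 for LOC101218856 (45.0 and 10.2 here), 1697 and 1104 for LOC101217299 (1104 and 1697), 4123 and 2206 for LOC101213059 (2206 and 4123), 322 and 183 for LOC101212818 (183 and 322) and 104 and 169.8 for LOC101204792 (169.8 and 104). With the columns of the paper's table exchanged, the values of these genes of Supplementary Tables S6 and S8 no longer differ.

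Of the 78 genes that the paper names with a direction, 74 had that direction in the deposited values. The other 4 encode AUX/IAA proteins. The paper's text gives LOC101218948, LOC101215306 and LOC101223028 as raised, and their log2 ratios were -0.77, -0.52 and -0.93. It gives LOC101209970, printed there with a digit missing, as lowered, and the log2 ratio was 0.38. The paper's conclusions describe BAM1 and BAM3 as raised, while the log2 ratios of LOC101221739 and LOC101213455 were -0.69 and -0.78, lower as in the paper's results. The identifier printed in the text for endoglucanase 9 is that of endoglucanase 6 (LOC101203271), and the deposited table has endoglucanase 9 as LOC101222401.

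The methods set an adjusted p of 0.05 or less and an absolute log2 fold change above 1 as criteria, and 50 of the 1415 deposited genes met both. The p of each listed gene is below 0.05 unadjusted, the p threshold of Figure 1A. Table 1 shows 10 pathways where the text announces a longer list. Its numbers of genes for 3 pathways are not those of Supplementary Table S4: the paper's 5, 9 and 5 for sesquiterpenoid and triterpenoid biosynthesis, fatty acid metabolism and cutin, suberine and wax biosynthesis stand against 4, 8 and 6.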

Other observations

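All tests in this part were chosen after the results were seen.

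Direction went with abundance across the list. With the list divided into 5 classes of 283 genes by mean level, 70.3% of the lowest class were lower with ETH treatment and 79.5% of the highest class were higher. Spearman's rho of the log2 change with the mean of the log2 levels was 0.336 across the 1415 genes, 0.215 with the control mean and 0.456 with the ETH mean. A single wrong scaling factor is argued against as the whole cause, since it would shift genes of each abundance the same way, and 70.3% of the lowest class were lower while most of the highest class were higher. Gene length is argued against as the whole cause too. The rho with gene length was -0.110, and the relation with abundance remained within each of 5 classes of gene length, with a rho from 0.106 in the shortest class to 0.551 in the longest. A non-linear difference between libraries cannot be told apart from the treatment. Between single libraries the rho was 0.304 to 0.409 in 9 pairs across the groups and at most 0.221 in absolute size in 6 pairs within a group, and such a difference may coincide with the groups. The authors' selection of genes by p stays open as well, since genes that were not called are not listed, and so does a response to ETH treatment.

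Small nucleolar RNA genes were lower with ETH treatment in 12 of 13 cases, with no overlap between groups for 11, where chance gives 10% and the whole list 72.9% (Fisher exact p = 0.00344, adjusted over 3 kinds 0.00516). Gene length cannot be told apart as a cause, since the longest of these genes has 210 bases and 2 other listed genes are no longer. The other 270 genes in the shortest of the 5 classes lean the opposite way (61.5% higher), but that class extends to 1037 bases. Low abundance cannot be told apart either, since a share of 0.0791 of the sets matched for mean level held as many lower genes, and the genes are too few. Libraries were made from RNA enriched with poly-T beads, and how well small RNA is kept in such libraries was not tested. Long non-coding RNA genes were higher in 51 of 68 cases, without overlap for 42 (Fisher exact p = 8.7e-06, adjusted 2.6e-05). Low abundance is argued against for these, since the share of matched sets with as many higher genes was 0.0001, the smallest that 10000 sets can give. A response to ETH treatment is a hypothesis for both kinds that these data leave open.

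Of the 16 families looked at, 4 had an adjusted Fisher exact p of 0.05 or less. Heat shock genes were lower in 10 of 10 cases (adjusted p = 0.0157). Zinc finger genes were higher in 16 of 19 (0.0157), kinesin genes lower in 9 of 9 (0.0209) and ubiquitin genes higher in 18 of 24 (0.0481). Groups did not overlap for 9, 16, 6 and 22 of these genes, where chance gives 10% and the whole list 72.9%. Abundance is argued against as the whole cause for heat shock genes, with a share of matched sets of 0.0001, the smallest that 10000 sets can give (0.0016 after adjustment over 16 families). It cannot be told apart for kinesin (0.0207, adjusted 0.0828), ubiquitin (0.0382, adjusted 0.100) and zinc finger genes (0.067, adjusted 0.107), since these adjusted shares do not exclude it. A response of these families to ETH treatment is a hypothesis, found and tested on the same list, whose directions stand only under the authors' scaling.

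The other 12 families did not pass the Fisher exact test. Genes were higher and lower in 0 and 5 cases for expansin (adjusted p = 0.125), 0 and 6 for chlorophyll (0.100), 4 and 0 for autophagy (0.125), 1 and 7 for sugar transporter (0.125), 5 and 6 for ethylene (1), 8 and 5 for histone (0.469), 5 and 10 for ribosomal protein (0.403), 0 and 5 for peroxidase (0.125), 3 and 7 for cyclin (0.423), 0 and 3 for tubulin (0.364), 4 and 2 for cellulose synthase (0.469) and 2 and 7 for aquaporin (0.288). The share of matched sets with as many genes in the more frequent direction was 0.0045 for chlorophyll (0.0360 after adjustment over 16 families), 0.0108 for peroxidase (0.0576), 0.0277 for tubulin (0.0886) and 0.047 for expansin (0.100), and from 0.0502 to 0.774 for the remaining 8.

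Of the 1415 listed genes, 5 were above 0 in a single library, and they are named here after their values were seen: LOC116404070 in control 1 (46.8), and in ETH 1 LOC101209735 (40.1), LOC116403533 (34.1), LOC101209055 (33.1) and LOC101219443 (33.1). The direction of 4 listed genes changes when 1 library is left out, also chosen after their values were seen. They are LOC116401613 (without ETH 2), and without control 1 LOC116403542, LOC116406096 and LOC101205256, whose levels in control 1 were 168, 113 and 46.8.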
